# RNA structural dynamics regulate early embryogenesis through controlling transcriptome fate and function

**DOI:** 10.1186/s13059-020-02022-2

**Published:** 2020-05-18

**Authors:** Boyang Shi, Jinsong Zhang, Jian Heng, Jing Gong, Ting Zhang, Pan Li, Bao-Fa Sun, Ying Yang, Ning Zhang, Yong-Liang Zhao, Hai-Lin Wang, Feng Liu, Qiangfeng Cliff Zhang, Yun-Gui Yang

**Keywords:** RNA structure, Zebrafish early embryogenesis, Structure-based regulome, Elavl1a

## Abstract

**Background:**

Vertebrate early embryogenesis is initially directed by a set of maternal RNAs and proteins, yet the mechanisms controlling this program remain largely unknown. Recent transcriptome-wide studies on RNA structure have revealed its pervasive and crucial roles in RNA processing and functions, but whether and how RNA structure regulates the fate of the maternal transcriptome have yet to be determined.

**Results:**

Here we establish the global map of four nucleotide-based mRNA structures by icSHAPE during zebrafish early embryogenesis. Strikingly, we observe that RNA structurally variable regions are enriched in the 3′ UTR and contain *cis*-regulatory elements important for maternal-to-zygotic transition (MZT). We find that the RNA-binding protein Elavl1a stabilizes maternal mRNAs by binding to the *cis*-elements. Conversely, RNA structure formation suppresses Elavl1a’s binding leading to the decay of its maternal targets.

**Conclusions:**

Our study finds that RNA structurally variable regions are enriched in mRNA 3′ UTRs and contain *cis*-regulatory elements during zebrafish early embryogenesis. We reveal that Elavl1a regulates maternal RNA stability in an RNA structure-dependent fashion. Overall, our findings reveal a broad and fundamental role of RNA structure-based regulation in vertebrate early embryogenesis.

**Electronic supplementary material:**

Supplementary information accompanies this paper at 10.1186/s13059-020-02022-2.

## Background

Fertilization activates an array of developmental programs that transform a single-cell zygote into a multicellular organism. Embryogenesis in vertebrates is initially directed by maternal mRNAs deposited in the egg [1–4]. Before zygotic genome activation (ZGA), maternal transcripts undergo posttranscriptional and translational regulation, including selective elongation of the poly(A) tail [5], orchestrated translation [6, 7], and well-controlled clearance [1, 3]. Studies have started to unveil the regulatory program of this large-scale remodeling and function of maternal transcriptome. Protein synthesis was reported to be increased soon after fertilization in a selective manner [6, 7]. The poly(A) tails of maternal RNAs remain short immediately after fertilization, and then gradually elongate during the cleavage stage, which might coincide with translation activation [8]. During the maternal-to-zygotic transition (MZT) in zebrafish, miR-430 expressed from the zygotic genome triggers the degradation of hundreds of maternal RNAs [9]. Condon usage and 3′ UTR length have been shown to closely correlate with maternal RNA stability [10, 11], and the RNA modifications of m^6^A and m^5^C regulate maternal RNA stability [12, 13]. Beyond the discoveries of these individual pathways, the global mechanism for the regulatory program of maternal transcriptome however remains largely unknown.

RNA’s folding into intricate secondary structures is crucial for its function in vivo, and its misfolding is known to be associated with genetic disorders [14, 15]. Recent technological advances that couple chemical probing with high-throughput sequencing have enabled the measurement of RNA structures on the whole transcriptome scale, i.e., structuromes, in one experiment [16–20]. Studies in living cells are starting to reveal a once largely hidden layer of structure-based genetic regulation in nearly every step of RNA processing, including splicing, polyadenylation, localization, translation, and degradation [21–29]. Hence, RNA structure-based regulation is reasonably speculated to be essential in early embryogenesis. A recent study used dimethyl sulfate sequencing (DMS-seq) to profile the RNA structurome of two nucleotides (adenosine and cytosine) during 2–6 h post fertilization (h.p.f.) of zebrafish [30]. Here, we profiled the landscapes of four nucleotide-based RNA structure during zebrafish early embryogenesis at stages from 0 h.p.f. (fertilized egg) to 6 h.p.f. (shield) using our previously reported technique of icSHAPE (in vivo click selective 2′-hydroxyl acylation and profiling experiment) [19]. We demonstrated a previously unappreciated yet fundamental role of RNA structure-based regulation of the maternal transcriptome in the MZT.

## Results

### The RNA structure landscape during zebrafish early embryogenesis revealed “hot” structurally variable sites enriched with *cis*-regulatory elements

To characterize the RNA structuromes in zebrafish early embryogenesis, we performed in situ icSHAPE [19], an unbiased high-throughput technique potently measuring the structural flexibility of every nucleotide, in zebrafish early embryos at stages of 0 h.p.f. (fertilized egg), 0.4 h.p.f. (1-cell), 1 h.p.f. (4-cell), 2 h.p.f. (64-cell), 4 h.p.f. (sphere), and 6 h.p.f. (shield) (Fig. 1a; Additional file 1: Fig. S1a, b). 

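Wild-type embryos at 0, 0.4, 1, 2, 4 and 6 h.p.f. were profiled by icSHAPE, in which NAI-N3 modifies flexible nucleotides of the RNA and a DMSO-treated library gives the background. Table S1 of the paper lists 187039660 to 297097019 mapped DMSO reads and 335635642 to 417632948 mapped NAI-N3 reads per stage. The authors mapped the reads to RefSeq transcripts, counted the stops of reverse transcription and combined the replicates of a stage. They turned the stops into 1 reactivity per nucleotide, a fraction from 0 to 1, and gave each transcript 1 RPKM value. Each stage therefore enters as 1 pooled profile, so no spread between replicates and no p across transcripts can be given. The number of reads behind a single nucleotide is not known either, and RPKM was used to tell well from poorly covered transcripts. Averages were taken over transcripts with a value at more than 50% of their nucleotides, and a nucleotide without a value was left out, not set to 0. The share of nucleotides required, the many nucleotides at exactly 0 and the use of means or medians can all change the numbers.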

We determined the RNA structures as previously described [19] and obtained transcriptome-wide RNA structural maps with a high correlation between biological replicates at both transcript (Additional file 1: Fig. S1c) and nucleotide levels (Additional file 1: Fig. S1d). Analysis of conserved secondary structures of *dgcr8* [31] showed that paired bases exhibit lower icSHAPE reactivity than single-stranded regions (*P* value = 2.5 × 10^− 9^). The receiver operating characteristic (ROC) curve was then plotted to evaluate the concordance between icSHAPE reactivities and the conserved secondary structures of *dgcr8*. A high agreement between the icSHAPE reactivity with the conserved secondary structure was observed, and the area under curve (AUC) was positively associated with the agreement (Additional file 1: Fig. S1e-g). Overall, about 4000 transcripts were obtained in each of developmental stages, with concordant coverage for all four nucleotides in the transcriptome and icSHAPE-treated RNAs (Fig. 1b, c; Additional file 1: Fig. S1h; Additional file 2). 

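The files list 6684, 7446, 7742, 7830, 7937 and 6996 transcripts at 0, 0.4, 1, 2, 4 and 6 h.p.f. Of these, 3936, 4359, 4379, 5370, 6460 and 4118 had a reactivity at more than 50% of their nucleotides, and 3081, 3592, 3275, 4213, 5500 and 3295 at more than 80%. The transcripts over 50% held between 7058196 valued nucleotides at 0 h.p.f. and 13011811 at 4 h.p.f.. The choice of the required share mattered most at 1 h.p.f., where counting every listed transcript gave 7742 in place of 4379.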

In sum, we established the all-4-base RNA structural landscape in early developmental stages at an unprecedented depth and coverage.

**Fig. 1:**
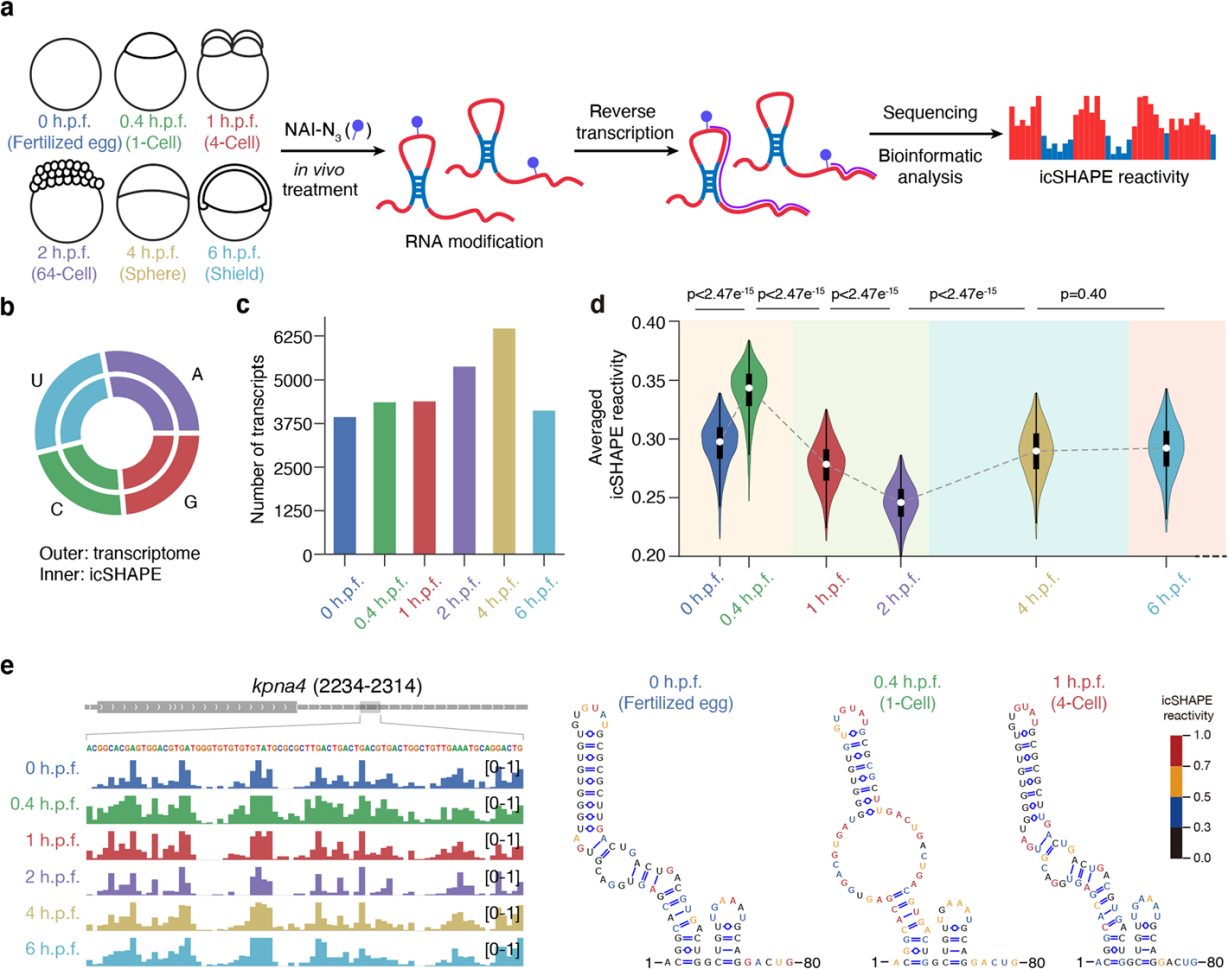
Comprehensive RNA structural maps during zebrafish early embryogenesis. **a** Schematic view of in vivo RNA structural maps during zebrafish early development using icSHAPE. **b** Nucleotide composition in transcriptome and all profiled sites (transcriptome, A: 27.91%, U: 25.96%, C: 22.47%, G: 23.66%; icSHAPE, A: 27.86%, U: 25.99%, C: 22.37%, G: 23.78%). **c** The number of transcripts with more than half of the nucleotides with valid structural signals at each stage. **d** Global structural changes by violin plot of average icSHAPE reactivity of each transcript during zebrafish early development; *P* values were calculated by paired two-sided Student’s *t* test. **e** Integrative Genomics Viewer (IGV) view of icSHAPE reactivity and RNA structure model of *kpna4* gene at 3′ UTR region

We found that the RNA structuromes are highly dynamic from 0 h.p.f. (fertilized egg) to 6 h.p.f. (shield), with a structural opening immediately after fertilization and a gradual close until 2 h.p.f. (64-cell) followed by a reopening (Fig. 1d). 

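The mean reactivity per transcript was 0.294, 0.338, 0.276, 0.244, 0.287 and 0.289 at 0, 0.4, 1, 2, 4 and 6 h.p.f., with a standard deviation over transcripts of 0.0204 to 0.0274. Up to 4 h.p.f. nearly every transcript moved the same way in each interval. From 0 to 0.4 h.p.f. 97.8% of 3835 transcripts rose, by 0.0450 on average. Only 1.06% of 3867 rose in the next interval (mean change −0.0620) and 1.57% of 4319 from 1 to 2 h.p.f. (−0.0293). From 2 to 4 h.p.f. 99.3% of 5265 transcripts rose, by 0.0466, and after that 47.7% of 3467 rose, with a mean change of −0.00036. Over the 3802627 nucleotides valued at every stage the means were 0.295, 0.339, 0.279, 0.248, 0.293 and 0.291. The share of nucleotides at exactly 0 ran the other way, from 5.59% at 0.4 h.p.f. to 17.1% at 2 h.p.f. The median nucleotide of a transcript in place of its mean gave lower values throughout, 0.272 at 0.4 h.p.f. and 0.140 at 2 h.p.f. The paper reads higher reactivity as more accessible RNA and so describes an opening, a gradual closing and a reopening. With 1 profile per stage, a shift shared by all transcripts cannot be told from a shift of the whole library by any test between replicates.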

To check whether these structural changes are due to differential RBP binding across different developmental stages, we performed in vivo mRBPs (mRNA-binding proteins) pulldown by using 0/0.4/4 h.p.f. embryos (Additional file 3). We did not observe any changes of global mRBP binding among these stages (Additional file 1: Fig. S1i). We further systematically analyzed the icSHAPE reactivity score distribution in a very large dataset of RBP binding sites of 23 iCLIP studies in zebrafish [32], and compared it with that of the random nucleotides on the whole transcripts. If RBP binding generally protects RNA from the probing reaction of the icSHAPE reagent NAI-N_3_, the icSHAPE reactivity scores would be lower at these RBP binding sites when compared to random positions. However, only very small reactivity score differences between these two datasets were observed, suggesting that RBP binding does not necessarily block NAI-N_3_ modification (Additional file 1: Fig. S1j). Figure 1e and Additional file 1: Fig. S1k show dynamic changes observed in the RNA structures of *kpna4* mRNA by Integrative Genomics Viewer (IGV).

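In the window drawn in Fig. 1e, 81 nt of NM_201305 that are valued at every stage, mean reactivity was 0.297 at 0 h.p.f., 0.507 at 0.4, 0.337 at 1, 0.237 at 2, 0.347 at 4 and 0.359 at 6 h.p.f. The window changed by 0.210 from 0 to 0.4 h.p.f., where the whole kpna4 transcript moved by 0.0475, and by −0.169 in the next interval. Its RPKM in the same libraries lay between 92.9 at 0 h.p.f. and 255 at 6 h.p.f. Taking the median nucleotide of the window changed the 2 h.p.f. value most, to 0.112.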

The previous study by Beaudoin et al. showed that translation drives ORF structural opening [30]. The structural data in our study by icSHAPE also found that the translation efficiency correlates with mRNA accessibility in zebrafish embryos (Additional file 1: Fig. S2a), indicating an interplay between RNA structure and translation during zebrafish embryogenesis.

We designed a computational pipeline to analyze the composition and functional implication of these structurally variable regions. First, we chose the same cutoff of 0.2 as used in our previous study [33] to distinguish a base with or without differential icSHAPE reactivity score, and further performed icSHAPE on folded spike-in RNAs. We found that over 98.5% bases present differential icSHAPE reactivity score lower than 0.2 between replicates (Additional file 1: Fig. S2b). These results suggest that the cutoff of Δreactivity score > 0.2 is enough for filtering out most of the technical noise and, thus, can be used to assess the significant structural change for a single nucleotide. For 10-nt sliding windows, the similar cutoff strategy was used. Almost 95% 10-nt sliding windows had the differences lower than 0.05 in icSHAPE reactivity score (Additional file 1: Fig. S2c). In addition to the average Δreactivity score > 0.05, a *P* value less than 0.05 (two-sided paired Student’s *t* test) was also included for selecting the significant structural change for a 10-nt sliding window. Briefly, we identified structurally variable nucleotides that show a significant structural change at the cutoff of Δ_reactivity score_ > 0.2. Overall, about 18–28% of the nucleotides were defined as structurally variable across different developmental stages (Fig. 2a). 

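From 0 to 0.4 h.p.f., 2147161 of 7609207 nucleotides valued in both profiles changed by more than 0.2 (28.2%). The other intervals gave 2031123 of 7692313 (26.4%), 1492450 of 8765203 (17.03%), 2478351 of 10562176 (23.5%) and 1360455 of 7047423 (19.3%). Rises made up 18.9, 6.72, 6.14, 16.2 and 9.31% of all nucleotides compared, falls 9.29, 19.7, 10.9, 7.31 and 9.99%. The shares were lower in transcripts of high RPKM. With transcripts sorted into 5 groups by RPKM, they went from 32.7% in the lowest group to 23.3% in the highest at the first interval, and from 28.1% to 11.8% from 4 to 6 h.p.f. The threshold moved them most, since a difference above 0.3 left 14.0, 12.3, 7.28, 11.4 and 8.68%.

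**Figure D1:**
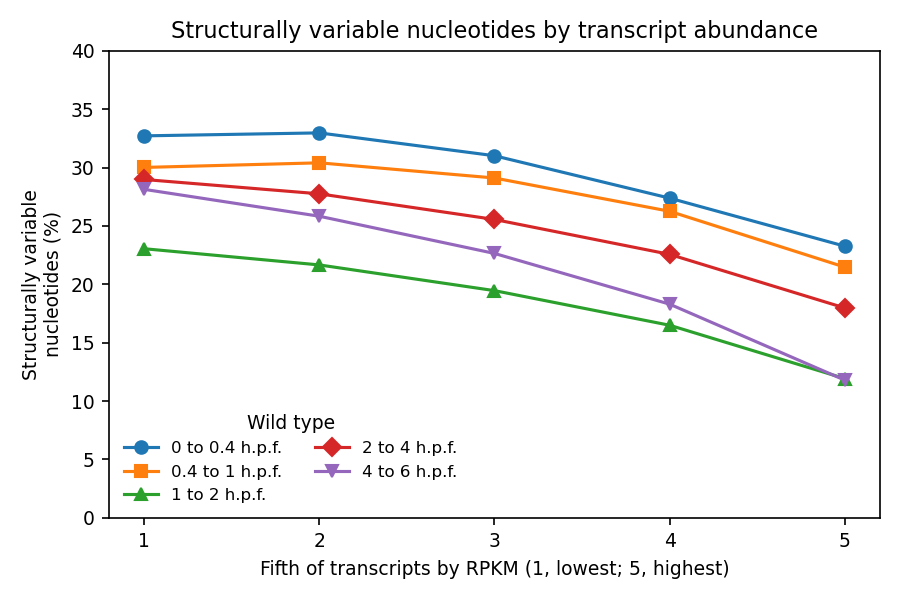
Share of nucleotides whose icSHAPE reactivity differs by more than 0.2 between neighbouring wild-type stages, by RPKM group of the transcript. Each line is one interval, and the 5 groups of equal size run from lowest to highest RPKM.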

We found that these nucleotides are enriched with adenosine and uracil (compare Fig. 2a with Fig. 1b, *P* value < 2.23 × 10^− 308^ Fisher’s exact test), which is consistent with previous observations that adenosine and uracil are structurally more flexible nucleotides when comparing RNA structures across different cellular compartments [33] as well as among samples under in vivo and in vitro conditions [19], suggesting their involvement in structure regulation. We also identified structurally variable regions by scanning the transcriptome with a 10-nt sliding window, and defined those regions with the average Δ_reactivity score_ > 0.05 and *P* value < 0.05 (two-sided paired Student’s *t* test) between two developmental stages as *structurally variable sites* (see “Methods”). 

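Disjoint windows of 10 nt with at least 8 nucleotides valued at both stages were tested. Of 749222, 754841, 859542, 1039564 and 691641 windows in the 5 intervals from 0 to 6 h.p.f., 159899, 228710, 131123, 196455 and 81633 met both conditions (21.3, 30.3, 15.3, 18.9 and 11.8%). The reactivity fell in 10.1, 95.7, 87.4, 5.88 and 49.8% of the variable windows. With differences centred on the median difference of their interval, the shares were 46.3, 56.1, 74.2, 28.8 and 49.8%. So part of the one-way direction goes with a shift of the whole profile. Neighbouring nucleotides are not independent, so the paired t test serves here as a rule for picking windows and not as a measure of error. Adjusting its p by Benjamini-Hochberg over all windows tested had the strongest effect, with 66464 windows left from 0.4 to 1 h.p.f. and 0 from 1 to 2 h.p.f.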

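Of the variable windows in an interval, 73.4, 56.4, 64.0, 55.5 and 52.5% were also variable in at least 1 other interval, in order from 0 to 6 h.p.f. Counted over all 5 intervals, 204060 of 519781 windows were variable more than once (39.3%), and 1169 were variable in every interval. For the 4 pairs of intervals that meet at a stage, the windows variable in both numbered 0.800 to 2.11 times what independence would give, and for the 6 pairs without a stage in common 1.11 to 1.46 times. Over the 4 pairs that meet at a stage, 97.9, 40.5, 98.8 and 70.7% of the windows variable in both changed in opposite directions, in order of that stage. Such shares depend on the main direction of each interval, given above, so they do not show by themselves that windows changed back. The adjusted p lowered the share over all intervals most, to 5.79%.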

We found that many variable regions are shared among different comparisons (Fig. 2c, d), suggesting that these sites are hot regions with structural changes. Interestingly, we observed that RNA structurally variable regions are enriched in the 3′ UTRs (Fig. 2e; Additional file 1: Fig. S2d, e; *P* value < 2.23 × 10^− 308^ for all comparison, Fisher’s exact test), especially for the shared structurally variable regions (Fig. 2f; Additional file 1: Fig. S2f).

**Fig. 2:**
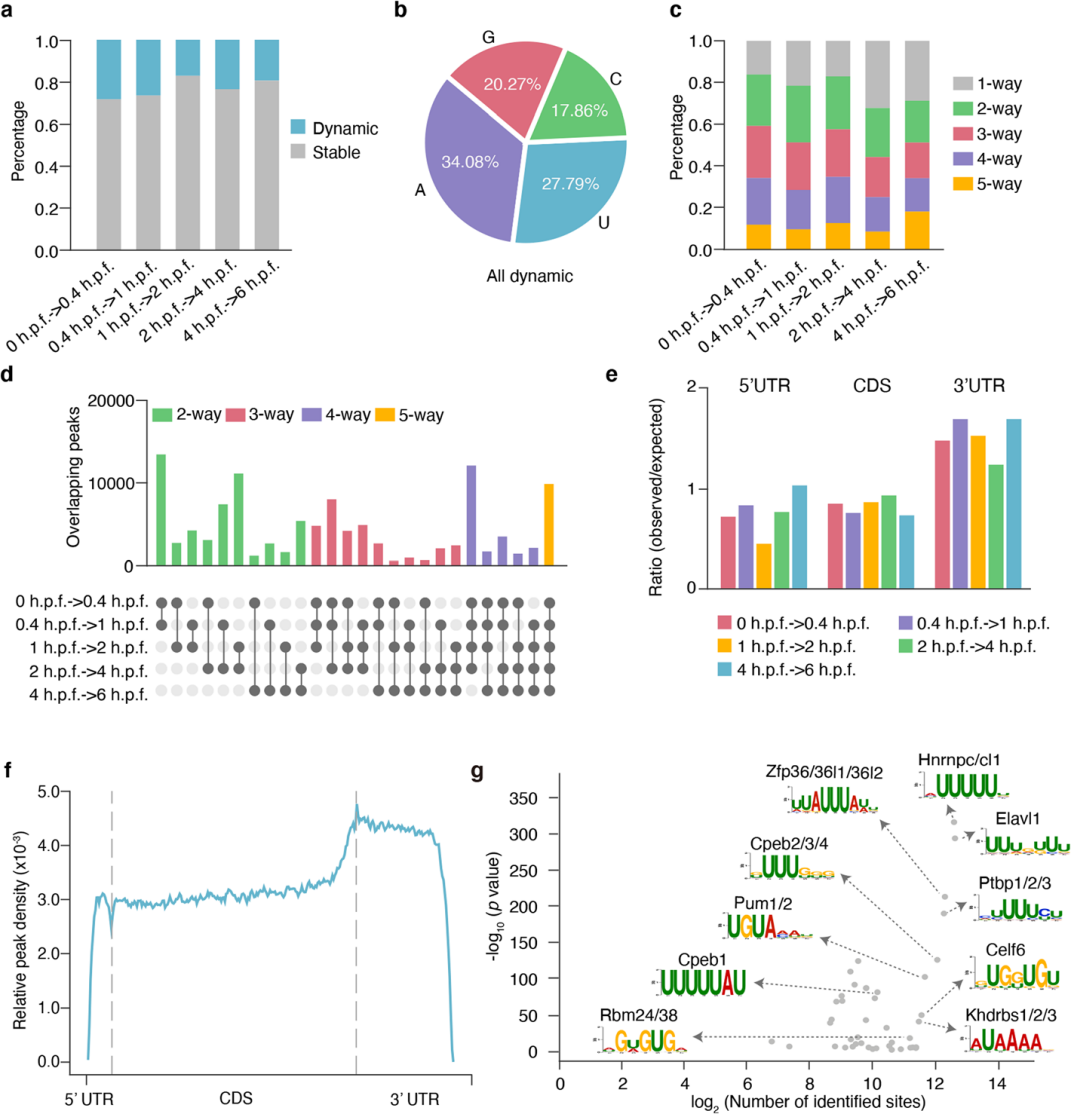
Hot structurally variable sites enriched with *cis*-regulatory elements. **a** Distribution of structurally variable nucleotides between adjacent developmental stages. **b** Nucleotide composition of all structurally variable nucleotides. **c** The distribution of common (2,3,4,5-way) or specific (1-way) structurally variable regions in different comparisons. The structurally variable region that is specific to one comparison is termed as “1-way,” while 2-way means that the structurally variable regions is shared by two comparisons, 3-way means that it is shared by three comparisons, and so on. **d** The statistics of all structurally variable regions grouped by their commonality. **e** Ratio of observed counts and expected counts of all structurally variable windows in three segments: 5′ UTR, CDS, 3′ UTR. The ratio is calculated by observed counts divided by expected counts. Statistical significance of enrichment of structurally variable windows in 3′ UTR was carried out with Fisher’s exact; *P* value < 2.23 × 10^− 308^ for all comparisons. **f** Metagene profile depicts the sub-transcript distribution pattern of common structurally variable regions shared by at least two comparisons. **g** Scatter plot shows the significance and occurrences of RNA-binding motif enriched in common structurally variable regions at 3′ UTR shared by at least two comparisons. *P* values were calculated by Fisher’s exact test. Refer to method section “De novo motif discovery and enrichment analysis of structurally variable regions”

We then searched for the signatures of enriched sequence within the 3′ UTR hot regions. Interestingly, the sequences contain many known binding sites of RNA-binding proteins (RBPs) that are functionally posttranscriptional regulators (Fig. 2g; Additional file 1: Fig. S2g; Additional file 4; Additional file 5), including those for RNA splicing, polyadenylation, translation, and stability. For example, 8.72% of the regions contain the cytoplasmic polyadenylation element binding protein (Cpeb1, motif: UUUUUAU), which is known to regulate embryonic cytoplasmic mRNA polyadenylation [34, 35]. About 4.64% of the regions contain the binding site motif of Pumilio (motif: UGUAAAU), which regulates translation and stability of maternal mRNAs through sequence-specific association with the 3′ UTRs during MZT [36, 37]. In addition, 16.45% of the regions contain the binding site motif of Elavl1 (motif: UUUGUUU) which had been reported to regulate mRNA stability [38, 39]. We analyzed all the transcripts with structurally variable regions in the 3′ UTRs that contain the DLE structure motif (a consensus “AGCAC” sequence in a hairpin/stem-loop in 3′ UTR, [40, 41]) (Additional file 6). We found that the genes are enriched with the functions of protein localization, transport, etc. (Additional file 1: Fig. S2h; Additional file 6). This finding is consistent with a previous study [41]. Furthermore, it could help to discover the potential protein regulators and understand how RNA structural changes participate in the regulation. In total, our analysis uncovered 50 binding site motifs for 98 proteins that span about 66.50% of these shared 3′ UTR hot regions, suggesting a large-scale structure-based regulome for the posttranscriptional regulation during zebrafish early embryogenesis. Intriguingly, most of the enriched binding motifs in structurally variable regions were U-rich. In contrast, DMS-seq can only probe two bases of A and C, which impairs its power to discover structurally regulated *cis*-elements.

### Elavl1a is enriched in variable structural regions in 3′ UTRs and prefers to bind single-stranded RNA in vivo and in vitro

Based on the above results, we speculated that RNA structure might regulate maternal RNA degradation. We therefore repeated the computational screening for *cis*-regulatory sequence-and-structure elements that could possibly regulate maternal RNA degradation. We performed a motif search in the structurally variable regions during 4 to 6 h.p.f. since the majority of maternal transcripts are degraded rapidly during this period [5]. The screening results revealed that about half (1895/4023) of the structurally variable transcripts contain binding motif of Elavl1, a previously reported mRNA stabilizing factor [38, 39], in their structurally variable regions (Fig. 3a; Additional file 5). In addition, we found that zebrafish Elavl1 displayed a high mRNA binding affinity in 4 h.p.f. stage embryos in mass spectrometry experiments (Fig. 3b; Additional file 3).

**Fig. 3:**
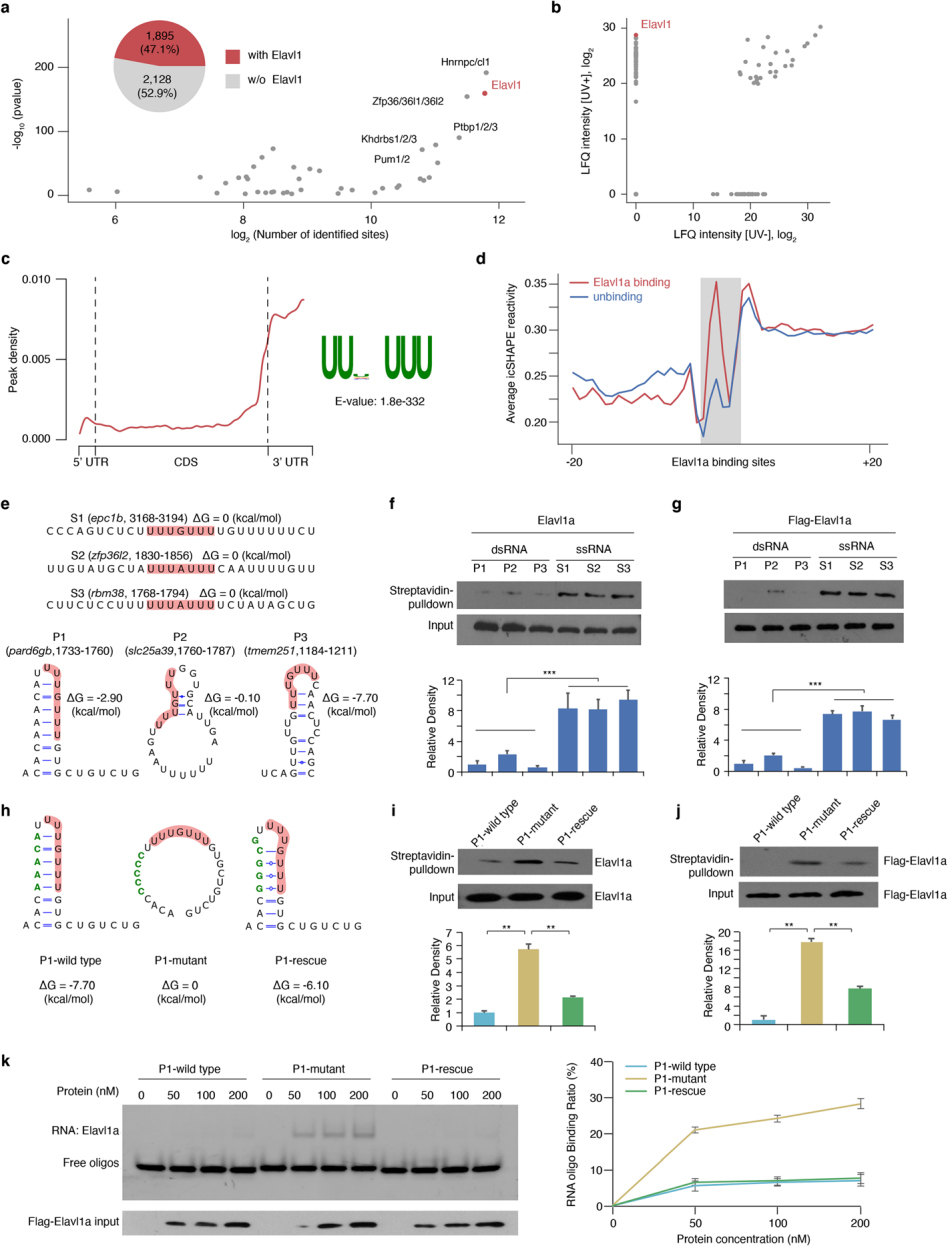
Elavl1a prefer to bind single-stranded RNA in vivo and in vitro which enriched in structurally variable regions in 3′ UTRs. **a** Scatter plot shows the significance and occurrence of RNA-binding motif enriched in structurally variable windows at 3′ UTR between 4 h.p.f. and 6 h.p.f.; *P* values were calculated by Fisher’s exact test. Inner pie chart shows 47.1% of transcripts with structurally variable regions at their 3′ UTR containing Elavl1 binding motif. **b** Scatter plot shows Elavl1a’s enrichment in UV (+) sample at 4 h.p.f.. LFQ, label free quantitation. **c** Distribution of Elavl1a peaks across the length of mRNA and binding motif identified by Dreme (MEME suite) with Elavl1a-binding peaks in 3′ UTR (*E*-value = 1.8 × 10^− 332^). **d** icSHAPE metaprofile around Elavl1a binding sites and unbound sites with the same motif shows that Elavl1a tend to bind ssRNA in vivo*.***e** The structure models of six endogenous RNA probes containing Elavl1a binding sites. Elavl1a binding sites were colored in red background. **f** Demonstration of endogenous Elavl1a pulled down by endogenous RNA probes containing Elavl1a binding sites. Upper, western blotting; lower, quantification level. Error bars, mean ± s.d., *n* = 3. *P* values were calculated using Student’s *t* test. **g** Demonstration of purified Flag-Elavl1a pulled down by endogenous RNA probes containing Elavl1a binding sites. Upper, western blotting; lower, quantification level. Error bars, mean ± s.d., *n* = 3. *P* values were calculated using Student’s *t* test. **h** The structure models of designed P1 wild-type, P1 mutant, and P1 rescue RNA probes containing Elavl1a binding sites and flanking regions. **i** Demonstration of endogenous Elavl1a pulled down by designed endogenous RNA probes containing Elavl1a binding sites. Upper, western blotting; lower, quantification level. Error bars, mean ± s.d., *n* = 3. *P* values were calculated using Student’s *t* test. **j** Demonstration of purified Flag-Elavl1a pulled down by designed endogenous RNA probes containing Elavl1a binding sites. Upper, western blotting; lower, quantification level. Error bars, mean ± s.d., n = 3. *P* values were calculated using Student’s *t* test. **k** EMSA (left) and line graph quantification (right) showing the binding ability of purified Flag-Elavl1a with designed P1 wild-type, P1 mutant, and P1 rescue RNA probes containing Elavl1a binding sites. In total, 100 nM of RNA probes was incubated with different concentrations of Flag-Elavl1a protein. The RNA binding ratio was calculated by (RNA protein) / ((free RNA) + (RNA protein)). Error bars, mean ± s.d., *n* = 3

The previous work [42] had identified two *elavl1* gene orthologs in zebrafish, *elavl1a* and *elavl1b*, with the former one being more similar to human *ELAVL1* in genomic structure. To further explore the function of Elavl1 in early embryogenesis, we examined the expression of homologous genes in zebrafish embryos. The result showed that the expression level of *elavl1a* was much higher than that of *elavl1b*, suggesting that *elavl1a* is likely the dominant homologous gene during zebrafish early development (Additional file 1: Fig. S3a). 

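In the icSHAPE libraries elavl1a (NM_131452) had 272, 279, 241, 161, 237 and 439 RPKM at 0, 0.4, 1, 2, 4 and 6 h.p.f. The 7 isoforms of elavl1b had 10.1 to 10.5 RPKM at 0 h.p.f., 9.23 to 9.73 at 0.4, 7.71 to 8.23 at 1 and 13.9 to 14.6 at 6 h.p.f., and are not listed at 2 and 4 h.p.f. The values of the 7 isoforms are nearly equal at each stage and are not 7 separate measurements. Their sum was 72.0, 66.4, 55.4 and 100.8 RPKM at 0, 0.4, 1 and 6 h.p.f., below elavl1a at each of these stages. How reads shared by the isoforms were divided among them was not tested, so the level of the gene may be nearer this sum. Each stage is 1 pooled library, which leaves no spread to report.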

Whole-mount in situ hybridization (WISH) analysis demonstrated that *elavl1a* mRNA is ubiquitously expressed (Additional file 1: Fig. S3b), and western blotting analysis showed the Elavl1a protein expression beginning at around 2 h.p.f. (Additional file 1: Fig. S3c). These findings led us to define the regulatory role of *elavl1a* in zebrafish early embryogenesis.

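Embryos given mRNA for Flag-tagged Elavl1a were crosslinked at 4 and 6 h.p.f., and the RNA bound to the protein was recovered with an anti-Flag antibody and sequenced, with 2 replicates per stage. The authors merged the replicates before calling peaks with CITS of the CTK package. The deposited peak lists of the 2 replicates of a stage are identical, so each stage counts here as 1 list of peaks with a position and a height, a signal in place of a number of reads. Depth per library and the spread between replicates are not known from them. The 4 h.p.f. list holds 119122 peaks, of which 117954 are 1 nt long, and the 6 h.p.f. list 308540, of which 305724 are 1 nt long. The median height was 4 at both stages. Peaks overlapping by at least 1 nt numbered 14065, 11.8% of the 4 h.p.f. and 4.56% of the 6 h.p.f. list. Counting peaks within 20 nt as shared changed this most, to 34.5% of the 4 h.p.f. list. Sites assigned to transcripts were taken from Table S6 of the paper, held here as its first 1999 of 14096 sites at 4 h.p.f. and 1999 of 15768 at 6 h.p.f. By the paper's own assignment 78.7% and 76.8% of them lie in a 3′ UTR. The sequence motif was not analysed here.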

An individual-nucleotide resolution crosslinking and immunoprecipitation (iCLIP) assay was used to analyze the in vivo targets and structural preference of Elavl1a in zebrafish embryos (Additional file 1: Fig. S3d; Additional file 7), and the results showed that Elavl1a mainly binds to 3′ UTR by recognizing a U-rich motif in zebrafish (Fig. 3c). Through comparing with human ELAVL1 binding targets [39, 43], over 60% of Elavl1a binding genes identified in zebrafish are also targeted by ELAVL1 in human (Additional file 1: Fig. S3e). Two Elavl1a binding targets in zebrafish were exemplified by IGV (Additional file 1: Fig. S3f).

We then performed meta-analysis on the structural profile at Elavl1a binding sites detected by iCLIP, and the results showed that the sites with Elavl1a binding are more accessible than the nonbinding ones even though they have the same sequence motif, suggesting that Elavl1a tends to bind single-stranded RNAs in vivo (Fig. 3d).

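The icSHAPE values at the held part of the listed 3′ UTR sites were compared with the 41 nt on either side. At 4 h.p.f. the sites had a mean reactivity of 0.297 and their flanks 0.283, over 618 transcripts with at least 10 valued nucleotides in both. At 6 h.p.f. the means were 0.286 and 0.276 over 477 transcripts. The sites were less reactive than their flanks in 43.5% and 45.9% of the transcripts. Compared with the whole rest of the transcript, the mean difference was 0.0023 at 4 h.p.f. and −0.0055 at 6 h.p.f. Unbound copies of the motif were not analysed here. From the higher reactivity of bound over unbound copies the paper infers that Elavl1a tends to bind single-stranded RNA.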

To explore whether or not in vivo Elavl1a expression influences the RNA structure at Elavl1a binding sites, we performed icSHAPE assays by using wild-type (WT) and Elavl1a knockdown samples at stages of 4 h.p.f. and 6 h.p.f.. Elavl1a knockdown was carried out by *elavl1a*-targeted ATG morpholino (MO) injection for translation inhibition (Additional file 1: Fig. S3g), which was verified by western blotting (Additional file 1: Fig. S3h). 

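Embryos injected with the elavl1a MO gave 1 pooled icSHAPE profile at 4 h.p.f. and 1 at 6 h.p.f., made as for wild type. Table S1 of the paper lists 140088482 mapped DMSO and 173967808 NAI-N3 reads at 4 h.p.f., and 169610509 and 117296249 at 6 h.p.f., the only profile with fewer NAI-N3 than DMSO reads. The elavl1a transcript itself had 247 and 416 RPKM in these libraries, and a block of translation need not change the mRNA. The files list 6912 and 4303 transcripts, 3884 and 3355 of them valued at more than 50% of their nucleotides. Mean reactivity was 0.297 and 0.254, with 13.8% and 21.4% of nucleotides at exactly 0. Against wild type of the same stage 56.8% of 3871 transcripts had the higher mean in morphants at 4 h.p.f. and 2.25% of 3327 at 6 h.p.f., where the mean change was −0.0387. Morphant and wild type differed by more than 0.2 at 23.5% and 31.2% of nucleotides, and neighbouring wild-type stages at 17.03 to 28.2%. A difference above 0.3 had the largest effect at 6 h.p.f., leaving 17.9%.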

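In morphants the held 3′ UTR sites had a mean reactivity of 0.312 at 4 h.p.f. and 0.282 at 6 h.p.f. Their flanks had 0.302 and 0.266, over 542 and 416 transcripts. The sites were the less reactive of the pair in 45.2% and 42.3% of them. Against the whole rest of the transcript the mean difference was 0.0139 and 0.0267, and the sites were the less reactive in 40.8% and 32.2%.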

The metagene analysis of the structural profile at Elavl1a binding sites showed that these binding sites are more accessible than the nonbinding sites with the same sequence motif, even in the condition of Elavl1a deficiency (Additional file 1: Fig. S3i, j).

To further examine whether Elavl1a prefers to bind single-strand RNA (ssRNA) or double-strand RNA (dsRNA), biotin-labeled RNA pulldown assays were carried out by six probes containing endogenous Elavl1a binding sites (Fig. 3e). The results of both in vivo and in vitro RNA pulldown assays demonstrated that the Elavl1a protein can be more efficiently pulled down by ssRNA oligonucleotides relative to dsRNA oligonucleotides (Fig. 3f, g). Consistently, electrophoretic mobility shift assays (EMSA) (Additional file 1: Fig. S3k) also illustrated that Elavl1a prefers to bind ssRNA instead of dsRNA.

To test whether RNA structure sufficiently influences Elavl1a’s binding ability, we repeated the above analyses using different structural conformations of biotin-labeled probes containing an endogenous Elavl1a binding site, including P1-wild-type with partially base paired Elavl1a binding site, P1-mutant with disrupted base pairing at the binding site, and P1-rescue with restored base pairing at the binding site (Fig. 3h). The findings from both in vivo and in vitro pulldown (Fig. 3i, j) and EMSA (Fig. 3k) assays illustrated that Elavl1a had a higher binding ability to ssRNA oligonucleotide than to dsRNA oligonucleotide. Thus, RNA structure could efficiently affect Elavl1a’s binding ability.

### RNA structurally variable elements in Elavl1a binding regions correlate with maternal RNA stability

We further examined the potential effects of RNA structural changes on Elavl1a’s functionality in maternal RNA regulation. 

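The held part of the site list covers 868 transcripts, counted over both stages, and 495 of them have at least 10 nucleotides of 3′ UTR sites valued at 4 and 6 h.p.f. The sites became less reactive in 69 transcripts and more reactive in 21 by the rule of the figure, a mean change beyond 0.05 and a paired t test p under 0.05. Raising the change to 0.1 altered this most, to 14 and 0 transcripts.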

Two groups of RNAs were defined by forming more (group I, Fig. 4a, upper) or less RNA structure (group II, Fig. 4a, lower) in Elavl1a binding regions between 4 h.p.f. and 6 h.p.f.. Through comparing their transcript abundance changes, transcripts in group I were observed to be significantly downregulated relative to group II (Fig. 4b, *P* value = 6.9 × 10^− 15^, two-sided Wilcoxon test), suggesting that potency of Elavl1a in stabilizing RNAs is substantially influenced by the structural shift in its binding regions, and moreover, Elavl1a stabilizes its target transcripts when its binding sites within single-stranded regions are easily accessible. 

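Poly(A) RNA of control embryos was sequenced at 2, 4 and 6 h.p.f., with 2 libraries per stage. Uniquely mapped reads per library, as the files count them, were 90098644 and 104388477 at 2 h.p.f., 75164072 and 65050992 at 4, and 94241059 and 73534365 at 6 h.p.f. The authors mapped the reads to RefSeq transcripts with bowtie2 and gave each transcript its counts and RPKM, and transcripts under 0.1 RPKM are not listed. Fold changes of groups of transcripts were taken on log2(RPKM + 1), over 9945 transcripts with a mean of at least 1 RPKM, which understates the change of low ones. Between 4 and 6 h.p.f. the 67 transcripts of group I with such values had a median log2 change of −0.62 (−0.66 to −0.58 over the 4 pairings of libraries), and the 21 of group II −0.07 (−0.09 to −0.05). The other 751 with listed sites had −0.40. The gap between the groups was −0.55. In morphants the medians of the 2 groups were −0.54 and −0.11, so group I stayed below group II with Elavl1a knocked down. A gap that remains in morphants is not tied to Elavl1a by these medians. Narrowing the sites to 10 nt on either side of the peak moved the gap in controls most, to −0.41. Since both groups keep few transcripts of the full list, the gap rests on the transcripts first in the order of their IDs. The group calls use the 6 h.p.f. profile, where a transcript that falls has fewer reads. Whether lower coverage by itself leads to a group I call was not tested, so the 2 measures may not be independent. The paper proposes that the loss of open sites weakens the stabilizing effect of Elavl1a.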

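Counts of control embryos were compared between 2 and 6 h.p.f. with the edgeR quasi-likelihood test, scaled by the total of each library. It called 9495 of 9945 transcripts at a Benjamini-Hochberg adjusted p under 0.05, 2978 higher and 6517 lower at 6 h.p.f. More than 2-fold changes numbered 1952 and 4875. Among the 3 rises taken by the naming rule, krt4 had a log2 change of 12.89 (SE 0.0238, edgeR adjusted p 1.17e-37), apoeb 12.08 and krt18a.1 13.24. An SE here is derived from the F of the test and can be too small for large changes. Without 1 library krt4 ranged from 12.81 to 12.99, more than its SE spans. The value of krt18a.1 rests on 18 and 47 reads at 2 h.p.f., and without 1 library it ranged from 12.81 to 13.97. Reads of related keratin genes can be shared, which limits both keratin values. The falls were slbp2 with −6.95 (SE 0.0534, edgeR adjusted p 4.93e-28), from 379 to 3.64 RPKM, btg4 with −6.78 and cldng with −6.65. The class rule, with limma on log2(RPKM + 1) as the test, gave 6239 maternal decay, 2345 maternal stable and 1225 zygotic transcripts. The stable class includes transcripts that rose. Scaling had the largest effect. The median change of all transcripts was −0.96 with library totals, −0.13 with TMM and 0.0847 with DESeq2, and TMM moved the classes to 4664 decay and 3732 stable transcripts. Both TMM and DESeq2 take most transcripts as unchanged, so a median near 0 is largely built in. With 9495 of 9945 transcripts called, that premise may not hold here.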

Through comparing the gene expression levels between 2 and 6 h.p.f., we categorized the genes into three groups: (i) genes with RPKM > 1 at 2 h.p.f., log_2_(FC) > log_2_(1.2), and FDR < 0.05 were defined as maternal decay genes; (ii) genes with RPKM > 1 at 2 h.p.f., log_2_(FC) < log_2_(1.2), and FDR < 0.05 were defined as maternal stable genes; and (iii) genes with RPKM < 1 at 2 h.p.f. and RPKM > 1 at 6 h.p.f. were defined as zygotic genes (Additional file 8).

**Fig. 4:**
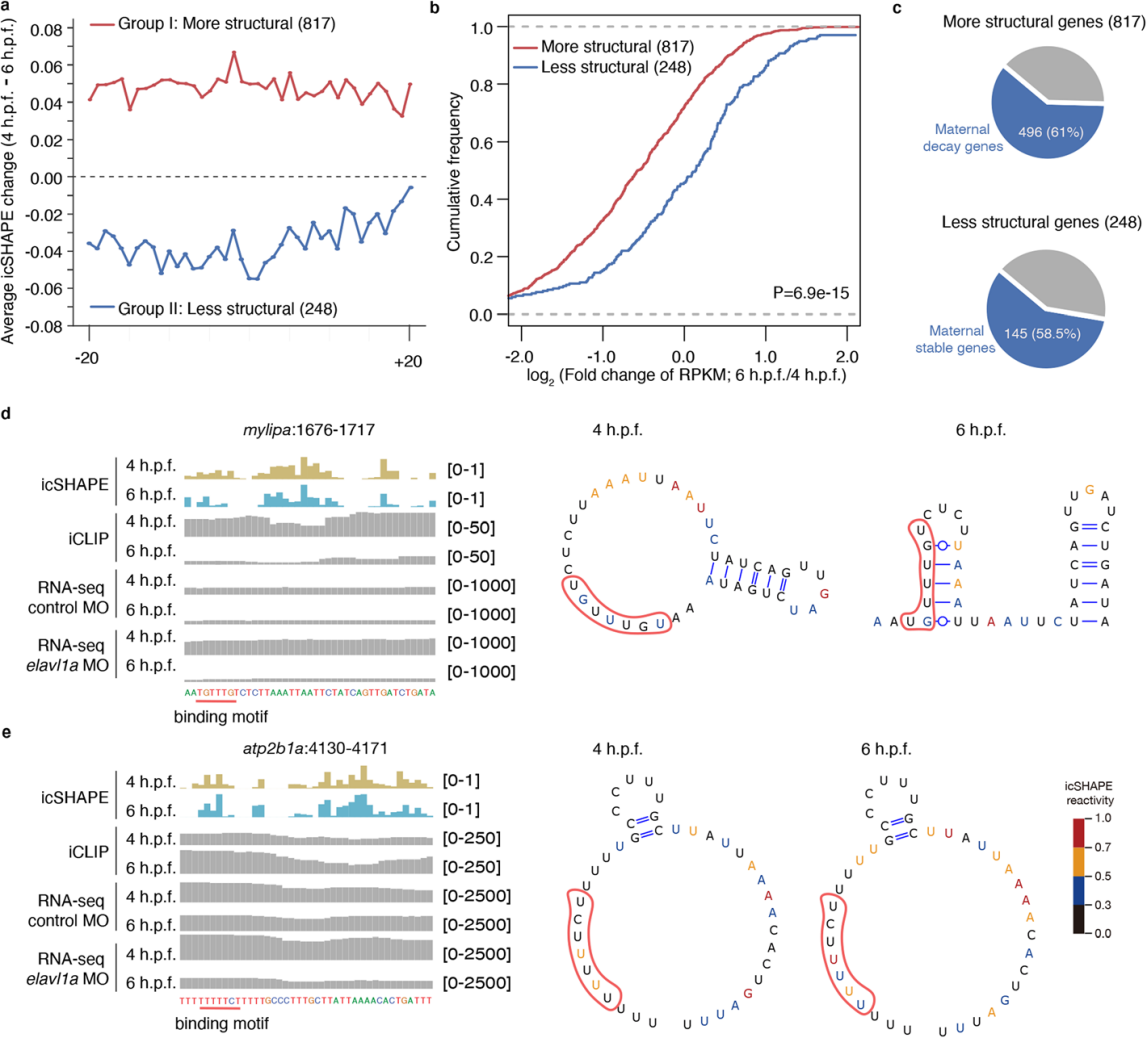
RNA structurally variable elements in Elavl1a binding regions associate with maternal RNA stability. **a** Average icSHAPE reactivity change (4 h.p.f. and 6 h.p.f.) at the Elavl1a binding site of the two groups of transcripts. Group I: more structural, forming more structure at Elavl1a binding sites. Group II: less structural, forming less structure at Elavl1a’s binding sites. “More structural” group was defined as the average of icSHAPE reactivity of those Elavl1-binding sites at 6 h.p.f. is less than that at 4 h.p.f. and the differences were larger than 0.05 (lower icSHAPE reactivity indicates that RNA structure become less accessible to SHAPE reagent, thus become more compact structure). Statistical significance was calculated by paired *t*-test and set to be *P* < 0.05. While the “less structural” group is defined as the average of icSHAPE reactivity of those Elavl1-binding sites at 6 h.p.f., it was larger than that at 4 h.p.f. and the difference is also larger than 0.05, *P* < 0.05. **b** Cumulative distribution of the log_2_ fold changes of the RNA level between two group transcripts with more or less structural Elavl1a binding sites during the period of 4 h.p.f. to 6 h.p.f.. *P* value was calculated using two-sided Wilcoxon test. **c** Pie chart depicting the proportion of maternal decay genes in transcripts with more structural Elavl1a binding sites, and the proportion of maternal stable genes in transcripts with less structural Elavl1a binding sites during the period of 4 h.p.f. to 6 h.p.f.. **d, e** IGV tracks and structure profile displaying icSHAPE (upper panels), iCLIP-seq (middle panel), and RNA-seq (bottom panel) read distributions in 3′ UTR of *mylipa* (**d**) and *atp2b1a* (**e**) mRNA. Binding motifs are indicated with red highlight

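Of the 69 group I transcripts in the held part of the site list, 48 were maternal decay transcripts (69.6%, 95% Wilson interval 57.9 to 79.2). In group II, 10 of 21 were maternal stable transcripts (47.6%, 28.3 to 67.6) and 11 maternal decay transcripts (52.4%). Among the 771 other transcripts with listed sites, 58.8% were maternal decay and 29.1% maternal stable. Requiring a change beyond 0.1 at the sites changed the first share most, to 57.1%. The limit set by coverage at 6 h.p.f. holds for these shares as well.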

About 61% (496/817) of group I transcripts belong to the maternal decay genes (Fig. 4c upper; Additional file 1: Fig. S4a upper), whereas about 59% (145/248) of group II transcripts belong to the maternal stable genes (Fig. 4c lower; Additional file 1: Fig. S4a lower). We also validated this finding in zebrafish early embryogenesis by RNA immunoprecipitation-qPCR (RIP-qPCR), and the findings showed that Elavl1a’s binding ability to the targets was markedly decreased at 6 h.p.f. owing to more structures formed at Elavl1a’s binding sites (Additional file 1: Fig. S4b). 

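The 42 nt of mylipa (NM_199983) drawn in Fig. 4d had a mean reactivity of 0.268 at 4 h.p.f. and 0.202 at 6 h.p.f. It fell by 0.0662 and the whole transcript fell by 0.0504, of which 43.8% was valued at 6 h.p.f. Its RPKM in the icSHAPE libraries fell from 157 to 16.8. In control RNA-seq its mean RPKM was 383 at 2, 52.8 at 4 and 19.7 at 6 h.p.f. From 4 to 6 h.p.f. the log2 change was −1.46 (SE 0.0306, edgeR adjusted p 1.63e-20), and −1.54 to −1.40 without 1 library. In morphants the mean RPKM was 119 and 18.4 at 4 and 6 h.p.f., a log2 change lower than that of controls by 1.34 (SE 0.0442, edgeR adjusted p 4.05e-16).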

For instances, *mylipa* (Fig. 4d) forms more structure at Elavl1a’s binding sites during 4 h.p.f. to 6 h.p.f., which excludes the Elavl1a binding and consequently results in its rapid degradation. In contrast, *atp2b1a* (Fig. 4e) allows the easily accessibility for Elavl1a to its binding sites, leading to the enhanced Elavl1a binding and RNA stability.

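The 42 nt of atp2b1a (NM_001044757) drawn in Fig. 4e had a mean reactivity of 0.251 at 4 h.p.f. and 0.284 at 6 h.p.f., while the median nucleotide went from 0.201 to 0.163 and 45.2% of the nucleotides rose. The whole transcript changed by 0.00088. Its mean RPKM in controls was 126, 156 and 157 at 2, 4 and 6 h.p.f., and the log2 change from 4 to 6 h.p.f. was 0.0043 (SE 0.0146, edgeR adjusted p 0.778). In morphants it went from 166 to 82.9 RPKM. The log2 changes of morphants and controls differed by −1.02 (SE 0.0210, edgeR adjusted p 2.50e-19). The level change in controls depends on scaling, and TMM put it at 0.58.

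**Figure D2:**
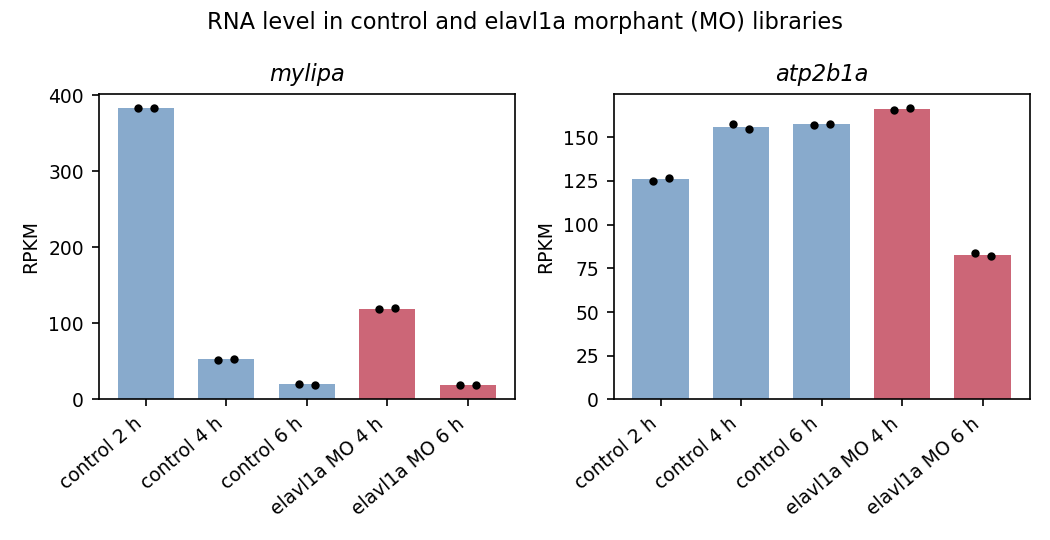
RNA-seq RPKM of mylipa and atp2b1a in control embryos at 2, 4 and 6 h.p.f. and in elavl1a morphants at 4 and 6 h.p.f. Bars show the mean of the 2 libraries and dots each library.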

To define maternal decay/stable genes more reliably, we intersect our maternal gene set with the maternal and paternal transcriptomes reported by Harvey et al. [44]. We found that 3182 genes from our gene set could distinguish maternal or zygotic expression by using maternal vs. paternal SNPs. Among these, 859 genes were only maternally expressed, 143 genes were only zygotically expressed, and 2180 genes had both maternal and zygotic expression (Additional file 8). In particular, 94.3% (810/859) of the maternal-only genes decayed between 2 h.p.f. and 6 h.p.f., and the stable ones accounted for only 4.9% (42/859) (Additional file 1: Fig. S4c). In contrast, for the genes with both maternal and zygotic expression, 65.3% (1424/2180) were decayed, while 32.6% (710/2180) were stable between 2 h.p.f. and 6 h.p.f. (Additional file 1: Fig. S4d). Thus, even accounting for the zygotic contributions, most of these genes still showed a decreased expression during zebrafish embryogenesis. After narrowing down the definition of maternal gene set by maternal vs. paternal SNPs, 274 out of 817 group I genes were categorized into the “more structural” group and 69% (187/274) showed maternal decay, with 24 and 163 in maternal-only and maternal-and-zygotic group, respectively (Additional file 1: Fig. S4e, left). However, in the “less structural” genes, 62% (38/61) were maternally stable with 1 and 37 in the maternal-only and maternal-and-zygotic groups, respectively (Additional file 1: Fig. S4e, right). These results are very similar to the findings obtained from the much bigger maternal gene set defined by gene expression change.

We further analyzed the structural changes at the Elavl1a binding sites forming more structures between 4 h.p.f. and 6 h.p.f.. A similar change tendency was observed between the wild-type and Elavl1a-deficiency embryos, suggesting that these changes are independent of the Elavl1a binding (Additional file 1: Fig. S4f). 

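Of the wild-type group I transcripts, 57 had valued sites in all 4 profiles. Their sites went from a mean reactivity of 0.321 to 0.244 in wild type and from 0.335 to 0.310 in morphants, a change of −0.0769 and −0.0250. Over the same transcripts as a whole, the morphant mean went from 0.308 to 0.261. Applied to the morphant profiles, the rule gave 132 group I and 21 group II transcripts. From 4 to 6 h.p.f. 97.0% of 2565 transcripts fell in morphants (mean change −0.0437), against 52.3% of 3467 in wild type. Such a fall of the whole profile favours group I calls in morphants. Of the wild-type group I, 17 were in group I and 5 in group II in morphants. Of the wild-type group II, 8 were in group I and 0 in group II in morphants. In 19 group II transcripts valued throughout, the sites rose from 0.294 to 0.357 in wild type and fell from 0.330 to 0.271 in morphants. Choosing group I by its morphant change altered the picture most, with 0.325 and 0.314 in wild type and 0.357 and 0.268 in morphants. From the shared direction the paper proposes that the changes do not depend on Elavl1a binding. It holds a switch of the RNA structure to be the more likely origin.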

Taken together, these results suggest that it is more likely that the RNA structural changes are not due to Elavl1a binding, but originate from an “RNA structure-switch” and modulate the protein binding.

### Elavl1a-mediated mRNA stability is required for early development

To determine if Elavl1a is functionally required for zebrafish embryogenesis, we knockdown Elavl1a by *elavl1a* MO injection and examined the early development. Both the control and *elavl1a* morphants (MO injected embryos) could reach the 1k-cell stage through completing cell cycle 10 at 3 h.p.f.. However, the transition from the 1k-cell stage to sphere was moderately postponed, and the subsequent gastrulation was markedly delayed in *elavl1a* morphants (Fig. 5a). In addition, *elavl1a* morphants displayed various malformations, such as decreased head size, curved anterior-posterior axis, and shorter body length at 24 h.p.f. (Additional file 1: Fig. S5a). Importantly, this developmental delay can be partially rescued by injection of *elavl1a* mRNA with MO-mismatched binding site (Fig. 5b).

**Fig. 5:**
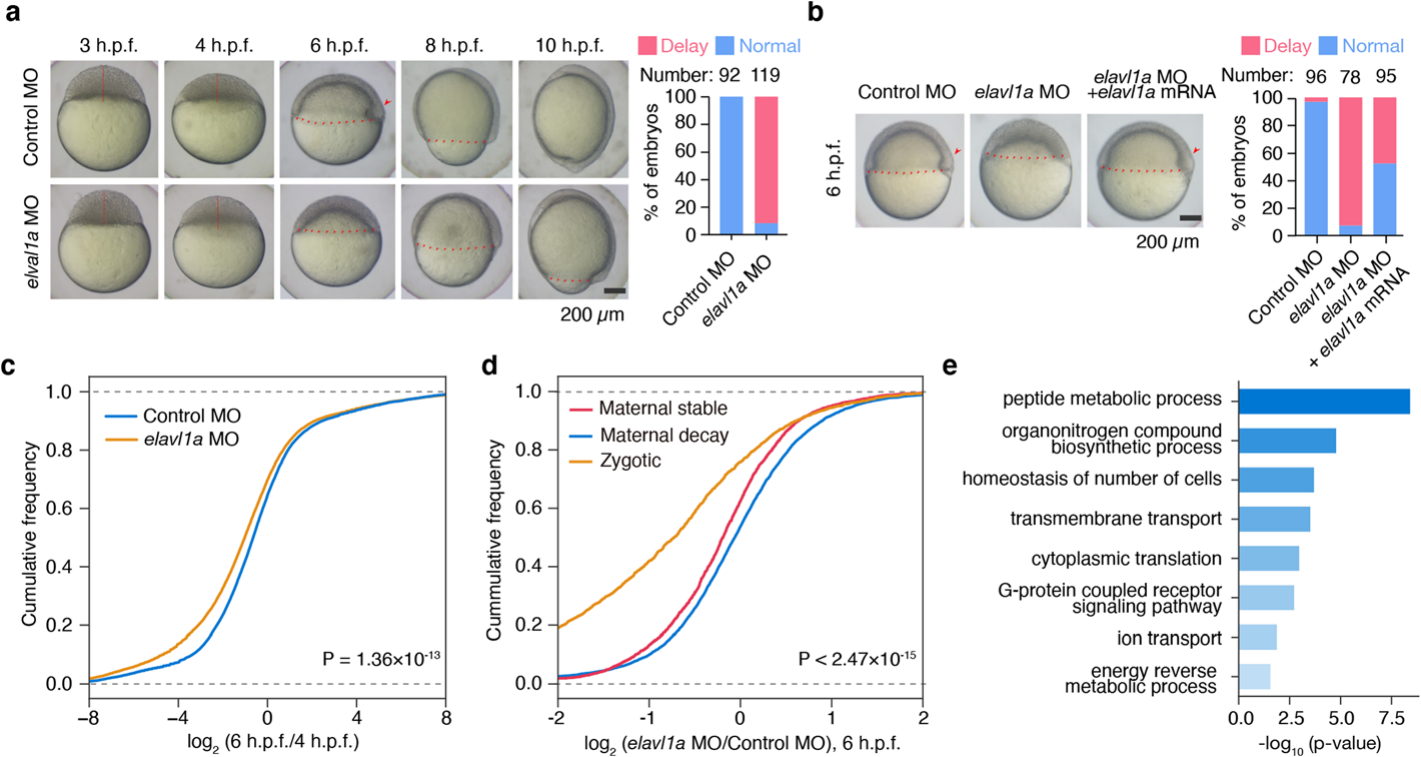
Developmental delay and accelerated maternal RNA clearance induced by Elavl1a deficiency. **a** Elavl1a deficiency leads to developmental delay during zebrafish early embryogenesis. **b** Zebrafish *elavl1a* mRNA with MO-mismatch binding site can partially rescue the phenotype in *elavl1a* morphants. **c** Cumulative distribution of the log_2_ fold changes of RNA level between control and *elavl1a* morphants during the period of 4 h.p.f. to 6 h.p.f.. *P* values were calculated by two-sided Kolmogorov-Smirnov test. **d** Cumulative distribution of the log_2_ fold changes of RNA level of *elavl1a* morphants versus control in maternal decay, maternal stable and zygotic groups at 6 h.p.f.. *P* values were calculated by two-sided Kolmogorov-Smirnov test. **e** Gene set enrichment analysis of downregulated genes upon Elavl1a deficiency

To further demonstrate the Elavl1a-deficiency phenotype, we generated *elavl1a*-null frameshift mutant by CRISPR/Cas9 technology and obtained zygotic mutant embryos (*elavl1a*^−/−^) by cross-mating heterozygous mutants (*elavl1a*^+/−^) (Additional file 1: Fig. S5b). However, we could not obtain *elavl1a* maternal mutant embryos by mating zygotic mutants because all the zygotic mutant individuals died before adulthood. Alternatively, we crossed heterozygous females with wild-type males to obtain progenies with reduced maternal *elavl1a* transcripts and then injected with low-dose of *elavl1a* MO to suppress the translation of residual maternal transcripts. Consistently, relative to wild-type embryos, the embryos obtained from crossing of heterozygous females and wild-type males exhibited obvious developmental delay after *elavl1a* MO injection (Additional file 1: Fig. S5c). Therefore, our evidence demonstrate that Elavl1a-deficiency causes developmental defect. Of note, the development is normal before the mid-blastula transition (MBT, about 3 h.p.f.) in Elavl1a*-*deficient embryos, suggesting that Elavl1a mainly regulates the developmental process post the rapid synchronous cell division period.

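The elavl1a transcript had 202 and 200 RPKM in the 2 control libraries and 205 and 204 in the 2 morphant libraries at 4 h.p.f., and 298 and 299 against 343 and 342 at 6 h.p.f. Morphants differed from controls in it by a log2 change of 0.02 (edgeR adjusted p 0.297) at 4 h.p.f. and 0.20 (SE 0.0173, edgeR adjusted p 1.61e-09) at 6 h.p.f., so the RNA gives no measure of the translation block. The morphant libraries hold 63493299 and 74063424 unique reads at 4 h.p.f. and 63648509 and 61776396 at 6 h.p.f. Table S1 of the paper gives 56.3% and 56.4% of reads as mapped in the 6 h.p.f. morphant libraries and at most 45.0% in every other library, but its total reads for these 2 libraries (61778610 and 60034447) are fewer than their unique reads, so the shares are not on one basis. All 5 groups of 2 libraries were fitted in one edgeR model, with a biological coefficient of variation of 0.0268. Such tight replicates make small changes significant. At 4 h.p.f. 6211 of 9945 transcripts differed between morphants and controls, 3936 higher and 2275 lower, but only 144 and 226 by more than 2-fold. At 6 h.p.f. 7921 differed, 4038 higher and 3883 lower, 1021 and 857 of them by more than 2-fold. Scaling moved the splits most. With limma on centred libraries 42.9% of the calls were higher at 4 h.p.f. against 63.4% before, and at 6 h.p.f. TMM gave 3620 higher and 4286 lower. By the naming rule, the rises at 4 h.p.f. were serpinh1a with 3.76 (SE 0.134, edgeR adjusted p 2.29e-14), from 0.602 to 5.93 RPKM, hbegfa with 1.42 and rab11fip4b, which went from 6.89 to 18.0 RPKM. The falls were mttp with −2.58 (SE 0.112, edgeR adjusted p 4.00e-13), NM_001045275 with −2.33 and afp4 with −2.17. At 6 h.p.f. the rises were slc7a6 with 3.36 (SE 0.0650, edgeR adjusted p 2.90e-20), from 7.97 to 72.2 RPKM, kcnj13 with 3.95 and bsg with 3.08. Of the falls, khk had −3.96 (SE 0.128, edgeR adjusted p 1.35e-16), NM_001100064 −4.67, and eva1ba went from 10.6 and 10.8 RPKM to 0 and 0.106. No read of eva1ba is unique in the 6 h.p.f. morphant libraries, so no fold change is given for it.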

To further define the role of Elavl1a in a transcriptome-wide scale, we performed RNA sequencing at 4 and 6 h.p.f. in control and *elavl1a* morphants (Additional file 1: Fig. S5d). 

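From 4 to 6 h.p.f. 9258 of 9945 transcripts changed in controls, 2994 higher and 6264 lower, and 9296 in morphants, 3189 higher and 6107 lower. More than 2-fold lower were 4052 and 4198. The rises named by the rule were cdx4 (8.59, SE 0.0876, edgeR adjusted p 1.55e-25), apoa1b (7.96) and apoa1a (8.98) in controls and krt99 (8.03), krt17 (8.06) and cdx4 (8.17) in morphants. The falls were si:rp71-45k5.2 (−6.70, SE 0.0829, edgeR adjusted p 3.23e-24), mxtx2 (−6.19) and si:dkey-11o15.10 (−6.04) in controls and eloal (−6.50, SE 0.0393, edgeR adjusted p 4.00e-29), h2af1al (−6.15) and btg4 (−5.86) in morphants. The change differed between morphants and controls in 7372 transcripts, 3506 with the higher and 3866 with the lower change in morphants. The rule names mttp (4.45, SE 0.116, edgeR adjusted p 3.80e-17), hnf4a (3.66) and hist2h2l (3.38) on one side and cfap100 (−4.61, SE 0.179, edgeR adjusted p 5.37e-15) and khk (−3.94) on the other. It also names eva1ba among the falls, for which no fold change is given, as it has no unique read in morphants at 6 h.p.f. Of 5146 transcripts called at both 4 and 6 h.p.f. between morphants and controls, 2322 changed sign with a different change, 1483 of them from higher to lower. Scaling mattered most for the split into higher and lower, and limma on centred libraries put 53.8% of the control calls higher against 32.3%. Centring evens such a split largely by construction.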

Elavl1a deficiency resulted in the accelerated degradation of mRNAs between 4 and 6 h.p.f. (Fig. 5c, *P* value = 1.36 × 10^− 13^, two-sided Kolmogorov-Smirnov test), suggesting a protective role of Elavl1a during MZT. 

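The median log2(RPKM + 1) change from 4 to 6 h.p.f. over 9945 transcripts was −0.54 in controls and −0.55 in morphants, a difference of −0.0087 (−0.0186 to −0.0029 over the 16 pairings of libraries). The 5th percentile was −2.39 in controls and −2.76 in morphants, the 95th 1.95 and 2.18. The cumulative curves lay farthest apart, by 0.0434, at a log2 change of −1.93, which 11.2% of transcripts fell below in controls and 15.5% in morphants. Transcripts that fell at all made up 66.8% in controls and 64.7% in morphants, and 52.7% (5244) had the lower change in morphants. Morphants thus had more transcripts at both ends of the distribution with almost the same middle. Counts left unscaled for library size moved the difference most, to −0.39, and centring each library on its median turned its sign, to 0.0126. Centring sets the medians of the libraries equal, so a difference near 0 is largely built in. The paper takes the lower curve of morphants as faster decay and proposes that Elavl1a protects mRNAs during this period.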

Consistently, Elavl1a deficiency accelerated the degradation of maternal stable RNAs to a greater extent than the maternal decay ones (Fig. 5d, *P* value = 2.47 × 10^− 15^, two-sided Kolmogorov-Smirnov test). 

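Morphants differed from controls at 6 h.p.f. by a median log2(RPKM + 1) change of 0.05 (0.0433 to 0.0563 over the pairings of libraries) in the 6239 maternal decay and −0.07 (−0.0738 to −0.0602) in the 2345 maternal stable transcripts. In the first class 45.9% and in the second 54.7% were lower in morphants. The gap of the stable to the decay class was −0.120. At 4 h.p.f. the medians were 0.14 and −0.06, a gap of −0.195. Centring each library on its median moved the 6 h.p.f. gap most, to −0.0359, with the classes formed from centred values as well. The paper reads the gap as a stronger effect of Elavl1a loss on transcripts that would otherwise stay.

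**Figure D3:**
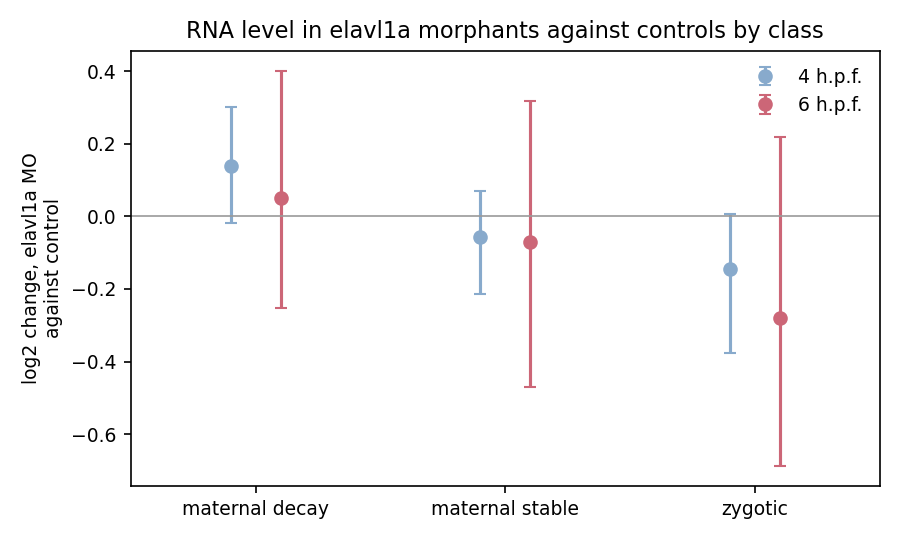
Change of elavl1a morphants against controls at 4 and 6 h.p.f. for maternal decay, maternal stable and zygotic transcripts. Dots show the median log2 change on RPKM + 1, and bars the quartiles.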

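The 1225 transcripts under 1 RPKM at 2 h.p.f. and above it at 6 h.p.f. in controls had a median change in morphants of −0.28 at 6 h.p.f. (−0.292 to −0.274 over the pairings of libraries) and −0.15 at 4 h.p.f. The values of 65.6% of them at 6 h.p.f. and 70.1% at 4 h.p.f. were below those of controls. Keeping only the 952 with a mean of at least 1 RPKM over all libraries lowered the size of the 6 h.p.f. change most, to −0.18.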

We also found that zygotic gene expression is also downregulated upon Elavl1a deficiency, which is probably owing to the delayed ZGA. Further GO analysis showed that downregulated transcripts are enriched in the processes of protein metabolism, cell homeostasis, transmembrane transport, and energy metabolism (Fig. 5e; Additional file9). These results suggest that Elavl1a plays an essential role in early development through stabilizing mRNAs required for MZT.

### Elavl1a regulates maternal RNA stability in a structure-dependent fashion

To test whether or not RNA structure is sufficient to influence Elavl1a-modulated mRNA stability, we constructed green fluorescent protein (GFP) reporter mRNAs, which are derived from partial endogenous 3′ UTR (*pard6gb*) containing Elavl1a binding site with different structural contexts, (i) the wild-type in which part of the Elavl1a binding site is base paired, (ii) a mutation that disrupts base pairing of the binding site, and (iii) a rescue that restores the base pairing (Fig. 6a, b). The mCherry mRNA was used as control. These GFP reporter mRNAs and mCherry control mRNA were injected into control or *elavl1a* morphants at 1-cell stage and their decay kinetics were examined by RT-qPCR. The results showed that the double-stranded flanking sequence GFP reporter mRNA was degraded faster than that of the single-stranded one during MZT in control group (Fig. 6c). In contrast, no difference was observed in the *elavl1a* morphants (Fig. 6c). Additionally, GFP protein expression was higher in control harboring single-stranded flanking sequence reporter mRNA compared to double-stranded ones (Fig. 6d). Similarly, no difference was identified in the *elavl1a* morphants (Fig. 6d). We further performed gene reporter assay using the full-length endogenous 3′ UTR sequence and obtained the similar results as partial endogenous 3′ UTR sequence (Additional file 1: Fig. S6a, b).

**Fig. 6:**
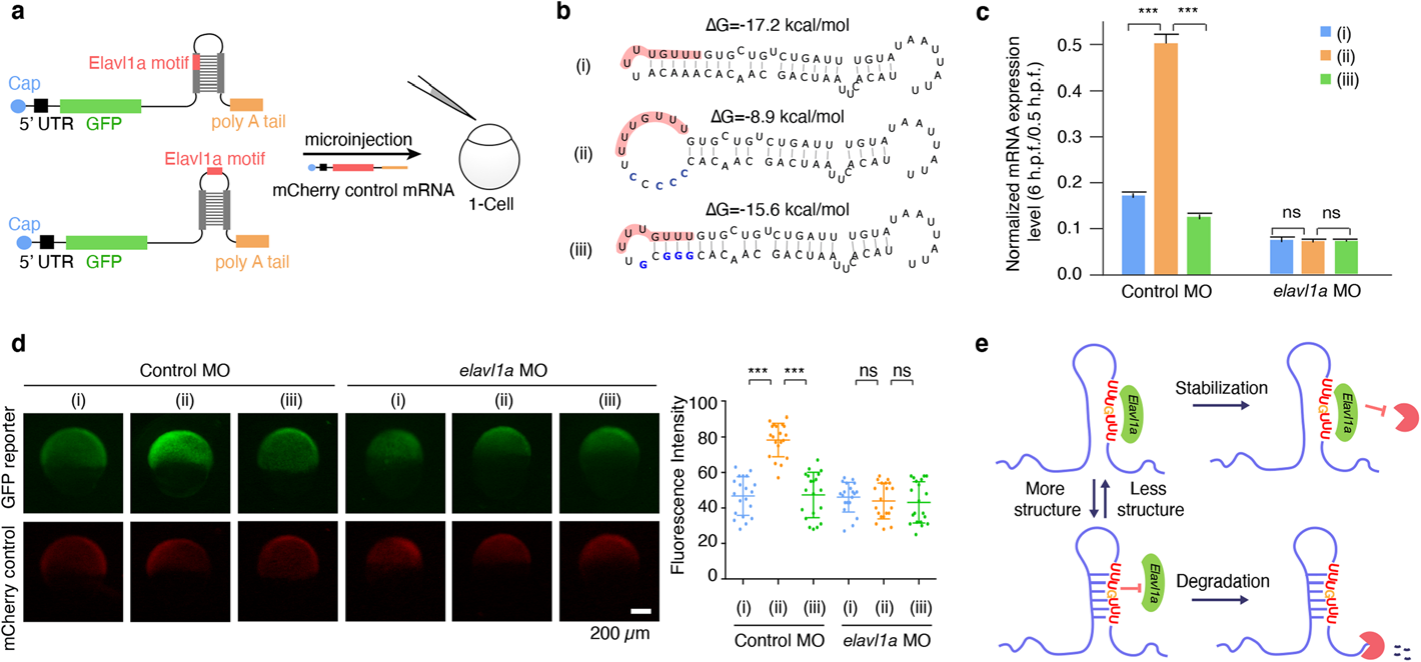
Elavl1a regulates maternal RNA stability in a structure-dependent fashion. **a** Design of the GFP reporter mRNA with single-stranded or double-stranded Elavl1a binding site in its 3′ UTR. **b** The structure models of designed (i) wild-type, (ii) mutant, and (iii) rescue Elavl1a binding sites and flanking regions. **c** The relative mRNA level (6 h.p.f. versus 0.5 h.p.f.) of reporter genes with different structural contexts of Elavl1a binding motif in control and *elavl1a* morphants, *n* = 3 for each group, error bars, mean ± s.d.; *P* values were determined by two-sided Student’s *t* test. **d** The protein level of reporter gene with different structural contexts of Elavl1a binding motif at 6 h.p.f. in control and *elavl1a* morphants determined by GFP fluorescence signal observation. Some pictures of representative embryos were shown. Quantitative fluorescence intensity was shown on the right, *n* = 20 for each group. Error bars, mean ± s.d. *P* values were determined by two-sided Student’s *t* test. **e** Schematic model shows that Elavl1a regulates RNA stability in a structure-dependent fashion

These observations clearly indicate that the RNA structure regulates the mRNA stability and consequent protein synthesis in zebrafish early embryogenesis through affecting Elavl1a’s accessibility to its binding motif. In conclusion, we proposed a model depicting the overall role of structurally variable changes of Elavl1a’s binding regions in regulating RNA stability through affecting Elavl1a’s binding ability to its mRNA targets (Fig. 6e).

## Discussion

Vertebrate early embryogenesis is characterized by the conversion of the maternal oocyte state to the embryonic totipotency via the involvement of a series of programmed genetic and epigenetic events for genome remodeling, such as DNA demethylation, chromatin remodeling, and spatial genome reorganization [45]. RNA structure is tightly involved in a myriad of posttranscriptional regulation on a global scale [22]. Analyses of RNA structuromes in HIV, yeast, Arabidopsis, and mammalian cells and tissues have revealed the regulatory effects of RNA structure on messenger RNA (mRNA) polyadenylation, splicing, translation, and decay [21]. A recent study reported two-nucleotide (adenosine and cytosine)-based RNA structurome using a DMS-seq method and examined RNA structural flexibility during 2–6 h.p.f. in zebrafish embryogenesis. This study showed that RNA structure is shaped by the ribosome in a translation-dependent manner, and found dynamic 3′ UTR structures contain RNA-decay elements [30].

Here we investigated the RNA structure-based regulation of transcriptomic fate and function during zebrafish early embryogenesis. We generated the global maps of RNA structures at various stages during early embryogenesis in zebrafish, covering all four nucleotides of several thousands of transcripts. The results revealed the dynamic nature of RNA structuromes during zebrafish early development.

Comparative analysis of RNA structures at different time points revealed many hot regions of structural changes, which are enriched for *cis*-regulatory elements corresponding to specific RBPs. The previous studies [29, 30] also reported that the *cis*-regulatory elements were enriched in structural changes region in 3′ UTR by comparative analysis, but the intrinsic bias of DMS to A and C leads to the uncomplete identification of the structure-based *cis*-elements. With the all-4-base structural maps at six early developmental stages in zebrafish, we were therefore able to reconstruct large-scale structure-based posttranscriptional regulomes for zebrafish in different developmental contexts of early embryogenesis. Three factors are required for the regulome construction and the following desirable analyses: (1) the RNA structures of multiple developmental stages along the full zebrafish early embryogenesis were probed, which allow the identification of structurally variable regions along the development process; (2) by using icSHAPE, we obtained RNA structure maps of all four nucleotides enabling the motif search in those structurally variable regions; and (3) about 4000 transcripts were probed, which is also critical for the construction of a large-scale regulome.

From the analysis of the large-scale structure-based regulomes, we predicted and finally validated that the RBP Elavl1a regulates zebrafish maternal RNA stability in a structure-switch fashion, i.e., Elavl1a stabilizes its bound maternal mRNAs, whereas the secondary structure formation in maternal decay RNAs during 4–6 h.p.f. period blocks Elavl1a’s binding and consequently leads to maternal RNA degradation. It is known that association of RNA molecules with RNA-binding proteins (RBPs) is crucial for RNA metabolism, such as splicing and degradation in eukaryotes. Several RBPs have been demonstrated to be involved in maternal gene posttranscriptional regulation in different organisms. In *Drosphila*, Pumilio participates in deadenylation, translation repression, and maternal mRNA clearance, and Smaug can initiate poly(A) tail shortening followed by mRNA elimination [3]. However, RNA sequence motifs are not sufficient for association with RBPs, and RNA secondary structure also plays a repressive role in RBP binding [46]. This is supported by our findings that RBP Elavl1a regulates zebrafish maternal RNA stability in an RNA structure-dependent fashion. RNA structures inside a living cell can be affected and undergo changes by many factors, such as temperature, ion strength, crowding effect, cellular energy state, and the binding of RBPs including ATP-dependent RNA helicases, chaperone proteins, and others [47]. As Elavl1a itself does not appear to modulate the RNA structure at the Elavl1a binding sites from our findings, it is likely that other cellular factors may be implicated in the process of RNA structural switch. Moreover, Elavl1a-deficiency blocks normal development of zebrafish. Thus, association of RBPs with variable RNA structure plays a critical role during zebrafish embryogenesis.

Overall, our study reveals the extensive role of RNA structures in regulating early embryogenesis in vertebrates. By generating the RNA structure landscape and structure-based regulomes, we can predict the on-and-off binding of RBPs on the transcriptome in early embryogenesis. Further investigations with additional complementary approaches, including experiments to perturb RNA structures in vivo, are warranted to fully dissect the complex posttranscriptional regulatory network and to facilitate functional studies on early embryogenesis in vertebrates.

## Methods

### Animal models

Zebrafish wild-type strain AB was raised in system water at 28.5 °C under standard conditions. The zebrafish embryos were acquired by natural spawning.

### Cell lines

293T cells were originally purchased from ATCC, authenticated by short tandem repeat (STR) analysis, and routinely confirmed to be free of mycoplasma. 293T cells were maintained in standard DMEM (Gibco) supplemented with 10% fetal bovine serum (Gibco) and 1 × penicillin/streptomycin (Invitrogen) in standard humidified 5% CO_2_, 37 °C cell culture incubator.

### Morpholinos, vector construction, mRNA synthesis, injection

Morpholino oligonucleotides (MOs) of genes include the following: *elavl1a* atgMO: 5′-TGTGGTCTTCGTAACCGTTCGACAT-3′, Control MO: 5′-CCTCTTACCTCAGTTACAATTTATA-3′. MOs were purchased from GeneTools. MOs (6 ng for *elavl1a*, 6 ng for Control MO) were injected into one-cell stage embryos. For *elavl1a* overexpression experiments, *myc*-tagged or *flag*-tagged *elavl1a* was cloned into pCS2+ vector, mRNAs were generated using mMACHINE™ (Invitrogen) and injected into one-cell stage embryos. For mRNA structure reporter experiments, GFP reporters and Control mCherry were subcloned into pCS2+ vectors, capped and polyadenylated mRNAs were generated using mMACHINE™ and Poly(A) tailing kit (Invitrogen) according to the manufacturer’s protocol. A total of 20 pg of either GFP reporter mRNA and 20 pg of mCherry mRNA were injected into one-cell stage embryos.

### Generation of mutant by CRISPR/Cas9

The *elavl1a* mutant was generated using CRISPR/Cas9, and the method for Cas9 mRNA and guide RNA synthesis was described previously [48]. pXT7-Cas9 was used for Cas9 mRNA transcription by T7 mMessage Machine kit (Invitrogen, AM1344). Cas9 mRNA was purified using RNA clean Kit (TIANGEN, DP412). The *elavl1a* gRNA, target sequence: GGCCAAGCTCTGACTCCATCAAGG, was generated with in vitro transcription by T7 RNA polymerase (Promega, P2075). Mutant identification was carried out by DNA sequencing analysis.

### Microscopy

Bright-field and fluorescent images of embryos were observed with a Nikon SMZ1500 fluorescent microscope and captured with a Nikon digital camera. The relative mean fluorescence intensities were analyzed using ImageJ.

### Whole-mount in situ hybridization

Whole-mount in situ hybridization was carried out using a ZF-A4 in situ hybridization machine (Zfand, China) with digoxigenin-uridine-5′-triphosphate (Roche) labeled single-stranded RNA probes for *elavl1a*. For probe synthesis, PCR products of *elavl1a* F:5^′^-ATGCCAGGCCAAGCTCTGACTC-3^′^, *elavl1a* R:5^′^-TGCAGGCAAACCCTGCTTTCTAC-3^′^ were cloned into pGEM-T vector (Promega), and the RNA probe was transcribed with T7 RNA polymerase (Promega). After hybridization, RNA probes were detected by AP-conjugated anti-DIG antibody (Roche), and color reactions were carried out using BM purple (Roche) as substrate.

### Western blotting

Western blotting was performed as previously reported [49] using the following antibodies: monoclonal anti-Hur (Invitrogen, 39–0600), anti-β-actin antibody (Cell Signaling Technology, 4967), rabbit anti-Flag-HRP (Sigma-Aldrich, F7425).

### Manual SHAPE analysis

The manual SHAPE analysis assay was performed as a previously reported method [19]. RNA probes were synthesized by the GenScript Biotech Corp (5′-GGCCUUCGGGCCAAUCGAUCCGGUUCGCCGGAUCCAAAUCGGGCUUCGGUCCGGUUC-3′). RNA was heated in metal-free water for 2 min at 95 °C. The RNA was then flash-cooled on ice. The RNA 3X SHAPE buffer (333 mM HEPES, pH 8.0, 20 mM MgCl_2_, 333 mM NaCl) was added and the RNA was allowed to equilibrate at 37 °C for 10 min. Then, injecting the folded RNA probe to each stage (egg, 1-cell, 4-cell, 64-cell, sphere, shield) of zebrafish embryos (10 ng/embryo). After injection, NAI-N_3_ modification or vehicle control DMSO (unmodified group) was performed immediately. Total RNA was isolated by using TRIzol® Reagent (Invitrogen, 15596018). Cy3-labeled DNA primer (5′-GAACCGGACCGAAGCCCG-3′) was annealed to 20 μg of total RNA by incubating at 95 °C for 2 min followed by a step-down cooling (2 °C per s) to 4 °C. To the reaction first-strand buffer, dithiothreitol (DTT) and dNTPs were added. The reaction was pre-incubated at 52 °C for 1 min, then SuperscriptIII (2 U μl^− 1^ final concentration) was added. Extensions were performed for 10 min. To the reaction, 1 μl of 4 M NaOH was added and allowed to react for 5 min at 95 °C. Ten microliters of Gel Loading Buffer II (Ambion) was then added, and cDNA extensions were resolved on 8% denaturing (7 M urea) polyacrylamide gels (29:1 acrylamide: bisacrylamide, 1 × TBE). cDNA extensions were scanned on a Typhoon 9400 (GE Healthcare, USA) imager.

### In vivo SHAPE modification

In vivo SHAPE modification of zebrafish RNAs was performed as described previously [19] with some modifications. Briefly, 500 zebrafish embryos for each stage or condition were rinsed once and collected into a 15-ml tube in 2.5 ml fish water (6 mM NaCl, 0.6 mM KCl, 0.2 mM NaHCO_3_, 0.9 mM CaCl_2_). In total, 500 μl of 2 M NAI-N_3_ in DMSO (modified group) or vehicle control DMSO (unmodified group) was added drop-wise, immediately mixed by inversion, and incubated at 28.5 °C on end-over-end rotation for 5 min. Total RNA was isolated by using TRIzol® Reagent (Invitrogen, 15596018). mRNA was extracted with using Dynabeads® mRNA Purification Kit (Ambion, 61006).

### icSHAPE deep-sequencing library preparation

The purified mRNA was subjected to icSHAPE library preparation as previously described with some modifications [19]. The in vivo modified RNA and unmodified RNA were biotinylated by copper-free click reaction, followed by fragmentation. The fragmented RNA was end repaired by incubation at 37 °C for 1 h with the following mix (70 mM Tris 7.0, 18 mM MgCl_2_, 5 mM DTT, 4 U/μl RiboLock, 0.1 U/μl FastAP (Life Technology), 2 U/μl T4 PNK (NEB)) before 3′ adapter ligation with addition of 10 μl ligation mix (5 mM DTT, 0.5 μM 5′ adenylated and 3′-blocked linker (3′-bio for unmodified, 3′-ddc for modified), 0.66 U/μl T4 RNA ligase (NEB, M0437M), 15% PEG8000, 1X RNA ligase buffer) and incubation at 25 °C for extra 3 h. Then the excess adaptor was removed as described below. The purified RNA was incubated in the mix of 1 μl FastAP, 0.2 μl SSB (Promega), 0.8 μl Ribolock, and 1 μl 5′ Deadenylase (NEB) in 1× NEB buffer 2 (NEB) at 30 °C for 90 min. And then 1 μl RecJf (NEB) was added with another incubation at 37 °C for 1 h. The following procedures, including reverse-transcription, biotin-streptavadin enrichment, size selection of cDNA, circularization, and PCR amplification, were the same as described in the standard protocol.

### Elavl1a iCLIP

iCLIP was carried out as previously described [50]. *flag-elavl1a* mRNA-injected embryos were collected at 4 h.p.f. and 6 h.p.f.. A total of 400 zebrafish embryos were irradiated twice with 0.8 J/cm^2^ (Stratalinker 2400, Stratagene), lysed, and subjected to mild RNA fragmentation. Crosslinked RNA protein complexes were immunopurified using Anti-FLAG M2 Magnetic Beads (Merck, M8823) for 4 h.p.f. and 6 h.p.f. at 4 °C. RNA was extracted and subjected to library construction using Smarter smRNA-Seq kit (Clontech Laboratories Inc).

### RNA-seq

Total RNA was isolated from zebrafish embryos at different time points with TRIzol reagent and mRNA was further purified using Dynabeads mRNA purification kit (Ambion, 61006). Fragmented mRNA was used for library construction using the KAPA Stranded mRNA-Seq Kit (KAPA, K8401) according to the manufacturer’s protocol.

### Elavl1a RIP

*myc-elavl1a* mRNA-injected embryos were collected at 4 h.p.f. and 6 h.p.f., further lysed in NETN lysis buffer (150 mM NaCl, 0.5% NP-40, 50 mM Tris-HCl, pH 7.4). The Elavl1a RIP was carried out with a modified procedure [49]. In brief, lysate was incubated with Anti-Myc Agarose Affinity Gel antibody produced in rabbit (Sigma-Aldrich) for 4 h at 4 °C. After washing, proteins were digested by 4 μg μl^− 1^ proteinase K (Roche, 03115828001) in 200 μl PK buffer (50 mM NaCl, 100 mM Tris-HCl pH 7.4, 10 mM EDTA) for 20 min at 37 °C, followed by incubation with 200 μl PK-urea buffer (100 mM Tris-HCl pH 7.4, 50 mM NaCl, 10 mM EDTA, 7 M urea) for 20 min at 37 °C. After washing, RNA was collected by EtOH precipitation and then used for RT-qPCR.

### In vivo isolation of mRBPs from zebrafish embryos

The zebrafish mRBP capture was performed as previously described [50]. Briefly, 1000 zebrafish embryos at 0 h.p.f.(fertilized egg), 0.4 h.p.f.(1-cell), and 4 h.p.f. (sphere) were irradiated twice with 0.8 J/cm^2^ UV (254 nm) and snap frozen in liquid nitrogen (UV+), while nonirradiated embryos were served as negative controls (UV−). The embryos were subsequently lysed in lysis/binding buffer (100 mM Tris-HCl, pH 7.5, 10 mM EDTA pH 8.0, 500 mM LiCl, 1% [w/v] lithium-dodecyl sulfate (LiDS), 5 mM DTT, Protease Inhibitor Cocktail) and subjected to two rounds of 1 h mRNA capture at room temperature using 200 μl Dynabeads™ Oligo (dT)_25_ (Invitrogen). After three times of 10 min washes with Lysis/binding buffer, beads were washed three times with NP40 wash buffer (50 mM Tris-HCl, pH 7.5, 140 mM LiCl, 2 mM EDTA pH 8.0, 0.5% NP40, 0.5 mM DTT). mRNPs were heat eluted from the beads in 20 μl low-salt buffer (10 mM Tris-HCl, pH 7.5) at 70 °C. Proteins were released from mRNPs by 1 h RNase I (Ambion) treatment at 37 °C in low salt buffer and separated on a 4–12% NuPAGE NOVEX gradient gel in NuPAGE buffer (Thermo). The protein-containing gel was analyzed by mass spectrometry in the Institute of Biophysics, Chinese Academy of Science. The data files have been uploaded to http://www.peptideatlas.org with the access number: PASS01264.

### Protein purification in mammalian cells

293T cells were transiently transfected with pCS2-Flag-Elavl1a plasmids using PEI transfection reagent. Forty-eight hours later, cells were lysed with lysis buffer (50 mM Tris-HCl, pH 7.4, 500 mM NaCl, 1% NP-40, 1× Protease inhibitor cocktail) and then sonicated (10% output, 10 s pulse-on, 20 s pulse-off) for 1 min by a Sonic Dismembrator (Thermo Fisher). After removing the cell debris through centrifugation at 13,300 rpm for 20 min, the lysates were incubated with anti-Flag M2 Affinity Gel (Sigma-Aldrich) for 4 h at 4 °C. After washing with lysis buffer for five times and TBS buffer (20 mM Tris-HCl pH 7.4, 150 mM NaCl) for twice, the bead-bound proteins were eluted with 1 mg/ml 3× Flag peptide (Sigma-Aldrich) for 1 h at 4 °C. The elute containing purified protein was condensed using VIVASPIN 500 (Sartorius Stedim Biotech) and quantified by coomassie brilliant blue staining and western blotting.

### In vivo RNA pulldown assay

The biotin-labeled RNA probes were synthesized by the GenScript Biotech Corp. In vivo RNA pulldown assays were carried out using zebrafish embryo extracts as previously described [51] with some modifications. RNA was heated in metal-free water for 2 min at 95 °C. The RNA was then flash-cooled on ice. The RNA 3X SHAPE buffer (333 mM HEPES, pH 8.0, 20 mM MgCl_2_, 333 mM NaCl) was added, and the RNA was allowed to equilibrate at 37 °C for 10 min. Zebrafish embryo extracts were precleared for 1 h at 4 °C by incubation with streptavidin-conjugated magnetic beads (NEB) in binding buffer (50 mM Tris-HCl pH 7.5, 250 mM NaCl, 0.4 mM EDTA, 0.1% NP-40, 1 mM DTT) supplemented with 0.4 U/μl RNasin (Promega). Biotin-labeled RNA oligonucleotides were incubated with precleared nuclear extracts for 2 h at 4 °C under gentle rotation together with streptavidin-conjugated magnetic beads which were precleared by incubation with 0.2 mg/ml tRNA (Sigma) and 0.2 mg/ml BSA (Amresco) for 1 h at 4 °C under gentle rotation. Beads were washed three times with wash buffer (50 mM Tris-HCl pH 7.5, 250 mM NaCl, 0.4 mM EDTA, 0.1% NP-40, 1 mM DTT, 0.4 U/μl RNasin (Promega)). For western blotting analysis, samples were separated on SDS-PAGE and transferred onto PVDF membrane. After blocking with 5% non-fat milk in TBST for 1 h, the membrane was then incubated for 1 h at 4 °C with Monoclonal anti-Hur (Invitrogen, 39–0600) diluted at 1:1000 in 5% milk. Protein levels were visualized using ECL Western Blotting Detection Kit (GE Healthcare).

### In vitro RNA pulldown assay

In vitro RNA pulldown assay was performed according to the previously reported method [51] with some modifications. Generally, RNA was heated in metal-free water for 2 min at 95 °C. The RNA was then flash-cooled on ice. The RNA 3X SHAPE buffer (333 mM HEPES, pH 8.0, 20 mM MgCl_2_, 333 mM NaCl) was added and the RNA was allowed to equilibrate at 37 °C for 10 min. Then, 10 pmol of purified Flag-Elavl1a protein and 10 pmol of biotin-labeled probes were incubated with 15 μl streptavidin-conjugated magnetic beads (NEB) in binding buffer (50 mM Tris-HCl pH 7.5, 250 mM NaCl, 0.4 mM EDTA, 0.1% NP-40, 1 mM DTT, 0.4 U/μl RNase inhibitor) for 1 h at 4 °C. After washing with binding buffer for three times, the bead-bound proteins were heated in NuPAGE™ LDS Sample Buffer (4×) (Invitrogen) and then separated on the NuPAGE™ 4–12% Bis-Tris Gel (Invitrogen), and subjected to western blotting analysis with anti-Flag antibody (Sigma-Aldrich, F7425).

### Electrophoretic mobility shift assay (EMSA)

Purified Flag-tagged Elavl1a proteins were diluted to a series of concentrations of 0.2 μM, 0.5 μM, 1 μM, and 2 μM in binding buffer (50 mM Tris-HCl pH 7.5, 100 mM NaCl, 0.4 mM EDTA, 0.1% NP-40, and 40 U/ml RNasin, 1 mM DTT, 50% glycerol, 5 ng/μl BSA). One microliter synthesized Cy3-labeled RNA probes (100 nM final concentration) and 1 μl purified protein (10 nM, 50 nM, 100 nM, and 200 nM final concentration, respectively) were mixed and incubated at room temperature for 30 min. Then, 1 μl glutaraldehyde (0.2% final concentration) was added into the mixture which was incubated at room temperature for 15 min. The entire 11 μl RNA protein mixture was mixed with 5 μl 5× Hi-Density TBE Sample buffer and separated on 6% TBE gel on ice for 30 min at 80 V. The gel was scanned on a Typhoon 9400 (GE Healthcare, USA) imager. Quantification of each band was carried out using ImageJ. The RNA binding ratio at each protein concentration was determined by (RNA protein)/((free RNA) + (RNA protein)).

### Quantitative reverse-transcription PCR

Quantitative reverse-transcription PCR (RT-qPCR) was carried out to examine the relative abundance of target RNA. 0.1 μg RNA were used for cDNA synthesis using RevertAidTM First Strand cDNA Synthesis Kit (Thermo). Experiments were performed with Takara SYBR Premix Ex Taq (Takara) according to the manufacturer’s instructions and examined by a CFX96 Real-Time PCR System (Bio-Rad). *P < 0.05; **P < 0.01; ***P < 0.001. The primers used for RT-qPCR in this study are listed in Additional file 10.

### icSHAPE reactivity calculation

#### Preprocessing

Raw sequence reads were first trimmed to remove 3′ adaptors by cutadapt (V 1.16), filtered out low-quality bases with Trimmomatic [52] (V 0.33), then collapsed to remove PCR duplicates and trimmed the leading 13-nt UMIs. Processed reads were mapped to Refseq zebrafish transcriptome (Z10) downloaded from UCSC Genome Browser by using bowtie2 with the parameters (--non-deterministic) recommended by icSHAPE.

#### Reactivity calculation

icSHAPE reactivity was calculated as previously described [19, 53] with some modifications. RT stop for each base was counted and replicates were combined. The combined RT stop for each base was normalized using a 200-nt sliding window with 30 nt per step. In each window, the RT stop was normalized with the average of the RT stop values rank from 90th percentile to 95th percentile then scaled up to 100 to give most of the RT stop values between 0 and 100. The final RT stop for each position was calculated as the average of the RT stop value for the certain position in the covered windows. Then the normalized RT stop was used to calculate icSHAPE reactivity for each base as previously described. We filtered out the transcripts with average RT stop < 2 (−T 2) and base density < 200 to get the final icSHAPE reactivity profile.

### Identification of structurally variable nucleotides and regions and “hot” structurally variable sites

For structurally variable nucleotides, we chose the same cutoff 0.2 used in our previous study [33] to distinguish a base with or without differential icSHAPE reactivity score. Additionally, we performed icSHAPE on folded spike-in RNAs. We found more than 98.5% bases with differential icSHAPE reactivity score of lower than 0.2 between replicates (Additional file 1: Fig. S2b). These results suggest that the cutoff of Δreactivity score > 0.2 is enough to filter out most of the technical noise and can be used to assess the significant structural change for a single nucleotide.

For structurally variable regions, we used the similar strategy to choose the cutoff by ranking all windows according to the average Δreactivity score. About 95% windows have the average Δreactivity score lower than 0.05. For every window, we also calculated the significance of the difference by using the two-sided paired Student’s *t*-test. *P* value < 0.05 was considered as a significant structural change. In sum, the average Δreactivity score > 0.05 and *P* value < 0.05 (two-sided paired Student’s *t* test) were used to assess the significant structural change for a 10-nt sliding window. The whole process is very similar as the differential gene expression analysis (Additional file 1: Fig. S2c). In order to identify structurally variable regions within individual transcript between two samples, icSHAPE reactivities per transcript were first subdivided into 10-nt disjoint windows. Only the windows with ≥ 80% bases of valid icSHAPE reactivity in both comparing samples were kept for the further analysis. The windows with difference of average icSHAPE reactivity > 0.05 and *P* value < 0.05 (two-sided paired Student’s *t* test) were marked as less structural windows; < − 0.05 and *P* value < 0.05 were marked as more structural windows; and others were marked as stable ones. The less structural and more structural windows were used to define structurally variable regions. Next, we extended these windows with 10-nt flanking regions and then merged the overlapped extended windows and divided them into 30 nt regions to remove redundancy. These re-bounded windows were finally defined as variable structure regions with the same annotation as that of their origin.

For the definition of “hot” structurally variable sites, the structurally variable regions that are shared by two comparisons, e.g., comparison of 0 h.p.f. and 0.4 h.p.f. stage and comparison of 1 h.p.f. and 2 h.p.f., are defined as two-way “hot” structurally variable regions. Those shared by three comparisons are termed three-way “hot” structurally variable regions and so on.

### Enrichment of structurally variable regions in different parts of transcripts

To assess the enrichment of the structurally variable windows in 5′ UTR, CDS, and 3′ UTR, we assigned each window to one of the three nonoverlapping transcript segments: 5′ untranslated region (UTR), coding sequence (CDS), and 3′ untranslated region (UTR) by applying BEDTools [54] (bedtools intersectBed –f 0.51). Take the relative length ratio (5′ UTR:CDS:3′ UTR = 150:1250:460) of each segment occupied in the zebrafish transcriptome into consideration, which is estimated by comparing the average length of the three fragments of the transcripts, the enrichment ratio of each segment at certain stage was defined by using the raw counts divided by expected counts assuming that the structurally variable regions uniformly distributed across the transcripts. Fisher’ exact test was performed to test the significance of difference between raw counts and expected counts.

### De novo motif discovery and enrichment analysis of structurally variable regions

To identify sequence or RBP binding motifs enriched in the structurally variable regions, we performed two kinds of analyses.

#### De novo motif discovery in structurally variable regions

To explore the sequence feature of structurally variable windows at 3′ UTR, we used MEME suite Dreme [55], a tool for short motif discovery, to identify potential sequence motifs. First, we generated the corresponding shuffled control regions on the same transcript using bedtools shuffleBed. Next, Dreme (-norc-mink 5 -rna) was applied to search motif whose length is no less than 5 nucleotides. To identify regulatory sequence motifs that are similar to the enriched sequence motifs, TOMTOM [56] (-min-overlap 5 -dist pearson-evalue -thresh 5 -norc) was used to compare the enriched motifs with known regulatory sequence motifs. Here we collected a known reference motif set, including 55 conservative RBPs from CISBP-RNA Database [57] (http://cisbp-rna.ccbr.utoronto.ca/), and ELAVL1 from ATtRACT database [58] (https://attract.cnic.es/).

#### RBP binding motif enrichment analysis

To determine whether specific RBP binding motifs are enriched in structure regions and identify the potential binding sites, FIMO [59] tool in the MEME suite was used to search the occurrences of the motifs in the variable regions at 3′ UTR or reference set with the parameter “--thresh 0.001.” The reference set was generated by randomly selection of regions of the same length 30 nt from the same set of transcripts containing the structurally variable regions of interest with bedtools shuffleBed but excluding the variable regions. For each motif separately, Fisher’s exact test was performed to estimate the enrichment ratio which was defined as (a/b)/(c/d), a: number of sequences with significant FIMO hits in the dynamic set, b: number of sequences with no significant hits in the dynamic set, c: number of sequences with significant FIMO hits in the reference set, and d: number of sequences with no significant hits in the reference set. The motifs with false discovery rate adjusted *P* values < 0.05 were considered as significantly enriched.

### Data processing and analysis of RNA-seq

The quality of raw sequencing reads was screened using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), and low-quality bases were trimmed and filtered by cutadapt (V 1.16) and Trimmomatic [52] (V 0.33). Processed reads were mapped to zebrafish transcriptome (Z10) from Refseq annotation using bowtie2 [60] (V 2.2.9) with default parameters. After mapping quality (≥ 20) filtering using SAMtools [61] (V1.0), read counts and corresponding RPKM were calculated by Perl script. The final RPKM of each transcript is the average of RPKMs in replicates.

The fold change of expression level of transcripts between samples were calculated using DEGseq [62] (V 1.28.0) package. Based on comparison of expression level between 2 h.p.f. and 6 h.p.f., we defined three groups of genes: (i) genes with RPKM > 1 at 2 h.p.f., log_2_ (FC) > log_2_ (1.2), and FDR < 0.05 were defined as maternal decay genes (*N* = 6589); (ii) genes with RPKM > 1 at 2 h.p.f., log_2_ (FC) < log_2_ (1.2), and FDR < 0.05 were defined as maternal stable genes (*N* = 2479); (iii) genes with RPKM < 1 at 2 h.p.f. and RPKM > 1 at 6 h.p.f. were defined as zygotic genes (*N* = 1225).

### Data processing and peak calling of iCLIP

#### Preprocessing and peak calling

The processing of iCLIP data is similar to pipeline as described in CTK tool (https://zhanglab.c2b2.columbia.edu/index.php/ICLIP_data_analysis_using_CTK). Firstly, the reads were trimmed off adapter with cutadapt followed by collapsing duplicates with CTK tool (fastq2collapse.pl). After stripping the 5′ degenerated barcode, we mapped the clean reads to the transcriptome using bwa (v0.7.17). For each time point (4 h.p.f. and 6 h.p.f.), two replicates were merged before subsequent peak calling. We used CTK tool CITS mode to call the peaks. The reads were clustered using tag2cluster.pl with parameters -big -s -maxgap “-1” and the peaks are identified using tag2peak.pl with parameters -big -ss -v --prefix “CITS” -gap 25 -p 0.05.

#### Binding motif identification

To identify the motif regions from iCLIP data, we first extended 20 nucleotides long from the truncation site to flanking regions. Only those sites annotated within 3′ UTR regions are retained. Then, we used MEME suite Dreme [55] to identify sequence motif in Elavl1a binding regions with minimum motif length of 7 (-k 7). The background regions were randomly selected on the same transcript using bedtools shuffleBed.

#### Meta-analysis of icSHAPE profile on Elavl1a binding sites

We calculated the metagene icSHAPE profile around the Elavl1a binding sites and the unbind control by averaging all valid icSHAPE reactivity upstream and downstream 20 nt of the center of the Elavl1a binding motif. The unbind control was a set of regions on the same set of transcripts containing the same sequence motif, excluding the Elavl1a binding sites.

### Data processing and analysis of mRBPs capture

For the mRBP capture data, LFQ intensity values of +UV (positive) and −UV (negative) sample are obtained from the detector with replicates (Additional file 3). For mRBP binding affinity at 4 h.p.f. stage, we directly compared the positive signal over negative signal intensity of the first two replicates to calculate the enrich folds, and two-sided unpaired Student’s *t* test was used to test the significance. Statistical significance was set to *P* value ≤ 0.05.

To more reliably compare the mRBPs binding across stages, we included additional two replicates and calculated the fold change of averaged positive signal over negative signal of all replicates as indicator of mRBPs binding.

### Gene ontology analysis

Gene ontology (GO) analysis was performed using the DAVID [63] website (https://david.ncifcrf.gov/). GO classification for biological process was performed using the genes with RPKM > 1 for respective zebrafish embryo developmental stage as background.

### Analysis of the icSHAPE reactivity at zebrafish RBP binding sites

The dataset of RBP binding sites of 23 iCLIPs in zebrafish embryos at 4 h.p.f. (sphere) stage was collected [32]. The binding sites of the 23 RBPs were extracted and merged. The whole transcript background were generated by shuffling on the same set of transcripts using bedtools shuffleBed. The RBP binding sites and shuffled background were kept for analysis if the percentage of the bases with valid icSHAPE reactivity is larger than 60%.

### Quantification and statistical analysis

Statistical comparison of structurally variable regions between stages was carried out with two-sided paired Student’s *t* test using t.test function in stats R package. Statistical significance was set to *P* < 0.05.

All the correlations and *P* values in Additional file 1: Fig. S1d, S2a, S3d, S5d were calculated by python package scipy.stats.pearsonr. Additional file 1: Fig. S1c used scipy.stats.spearman.

Statistical significance of the enrichment of adenosine and uracil in structurally variable bases was analyzed with Fisher’s exact test. *P* values were less than 2.23 × 10^− 308^ (Figs. 1b and 2b).

Statistical significance in differences of the averaged icSHAPE reactivity of transcripts between stages were analyzed with two-sided paired Student’s *t* test. Exact *P* values are listed in the figure (Fig. 1d).

Statistical significance in differences of icSHAPE reactivity between double-stranded and single-stranded nucleotides on conserved secondary structures in the 5′ UTR of *dgcr8* was analyzed with two-sided unpaired Student’s *t* test: single-stranded nucleotide, *n* = 29; double-stranded nucleotides, *n* = 62. *P* value is listed in the figure (Additional file 1 Fig. S1f).

Statistical significance in differences of the pulldown mRBP abundance between stages was analyzed with two-sided Kolmogorov-Smirnov test. Exact *P* values are listed in the legend (Additional file 1 Fig. S1i).

Statistical significance of the enrichment of the structurally variable regions in 3′ UTR was analyzed with Fisher’s exact test. Statistical significance was set to *P* < 0.05. *P* values for each test were all less than 2.23 × 10^− 308^ (Fig. 2e).

Statistical significance of the enrichment of the motifs in structurally variable regions was analyzed with Fisher’s exact test. Statistical significance was set to adjusted *P* < 0.05 (Fig. 2g, Additional file 1: Fig. S2g and Fig. 3a). Exact *P* values are listed in Additional file 5.

Statistical significance of the difference of the western quantification was analyzed with two-tailed unpaired Student’s *t* test (*n* = 3); *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001 (Fig. 3f, g, i, and j).

Statistical significance in difference of stability during 4 h.p.f. to 6 h.p.f. between groups was analyzed with two-sided Wilcoxon test using function wilcox.test in stats R package. Exact *P* values are labeled in the figure (Fig. 4b).

Statistical significance in differences of the fold change was carried out with two-tailed unpaired Student’s *t* test (*n* = 3); *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001 (Additional file 1 Fig. S4b).

Statistical significances in differences of average icSHAPE reactivity of Elavl1a binding sites between 4 h.p.f. and 6 h.p.f. were calculated by two-sided unpaired Student’s *t* test. Exact *P* values are labeled in the figure (Additional file 1 Fig. S4f).

Statistical significance of the comparison of the stability between groups was analyzed with two-sided Kolmogorov-Smirnov test. Exact *P* values are listed in figure and legend (Fig. 5c, d).

Statistical significance in differences of the expression estimated by qPCR was analyzed with two-tailed unpaired Student’s *t* test (*n* = 3); *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001 (Fig. 6c and Additional file 1: Fig. S6a).

Statistical significance in differences of the fluorescence intensity was analyzed with two-tailed unpaired Student’s *t* test (*n* = 3); *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0. 001 (Fig. 6d and Additional file 1: Fig. S6b).

All the statistical tests listed above, if not specified, were carried out with scipy Python package (https://www.scipy.org/) using functions: scipy.stats.mannwhitneyu, scipy.stats.ttest_ind, scipy.stats.ks_2samp, scipy.stats.fisher_exact.

## Supplementary information

Additional file 1: Supplementary Figures S1-S7.

Additional file 2: **Table S1.** Summary and statistics of icSHAPE, RNA-seq and iCLIP.

Additional file 3: **Table S2.** LFQ intensity of proteins in UV+ and UV- samples at 0, 0.4 and 4 h.p.f.

Additional file 4: **Table S3.** Structurally variable regions between neighboring stages and hot structurally variable regions.

Additional file 5: **Table S4.** Results of motif enrichment analysis in 3′ UTR structurally variable regions.

Additional file 6: **Table S5.** Summary of DLE element in structurally variable regions during early development and its associated biological function.

Additional file 7: **Table S6.** Elavl1a binding sites at 4 h.p.f. Elavl1a binding sites identified by Flag-Elavl1a iCLIP at 4 h.p.f. and 6 h.p.f.

Additional file 8: **Table S7.** Maternal and zygotic gene sets categorized by gene expression and SNP.

Additional file 9: **Table S8.** GO term enrichment analysis of down-regulated genes upon elavl1a knockdown at 6 h.p.f.

Additional file 10: **Table S9.** List of oligos used for this Study.

Additional file 11: Review history.

# Supplementary material for: RNA structural dynamics regulate early embryogenesis through controlling transcriptome fate and function
**Source:** Genome Biol. 2020 May 18;21:120. doi: 10.1186/s13059-020-02022-2
**Supplement:** Supplementary file 1 — Supplementary Figures S1-S7.

**Supplementary figures**

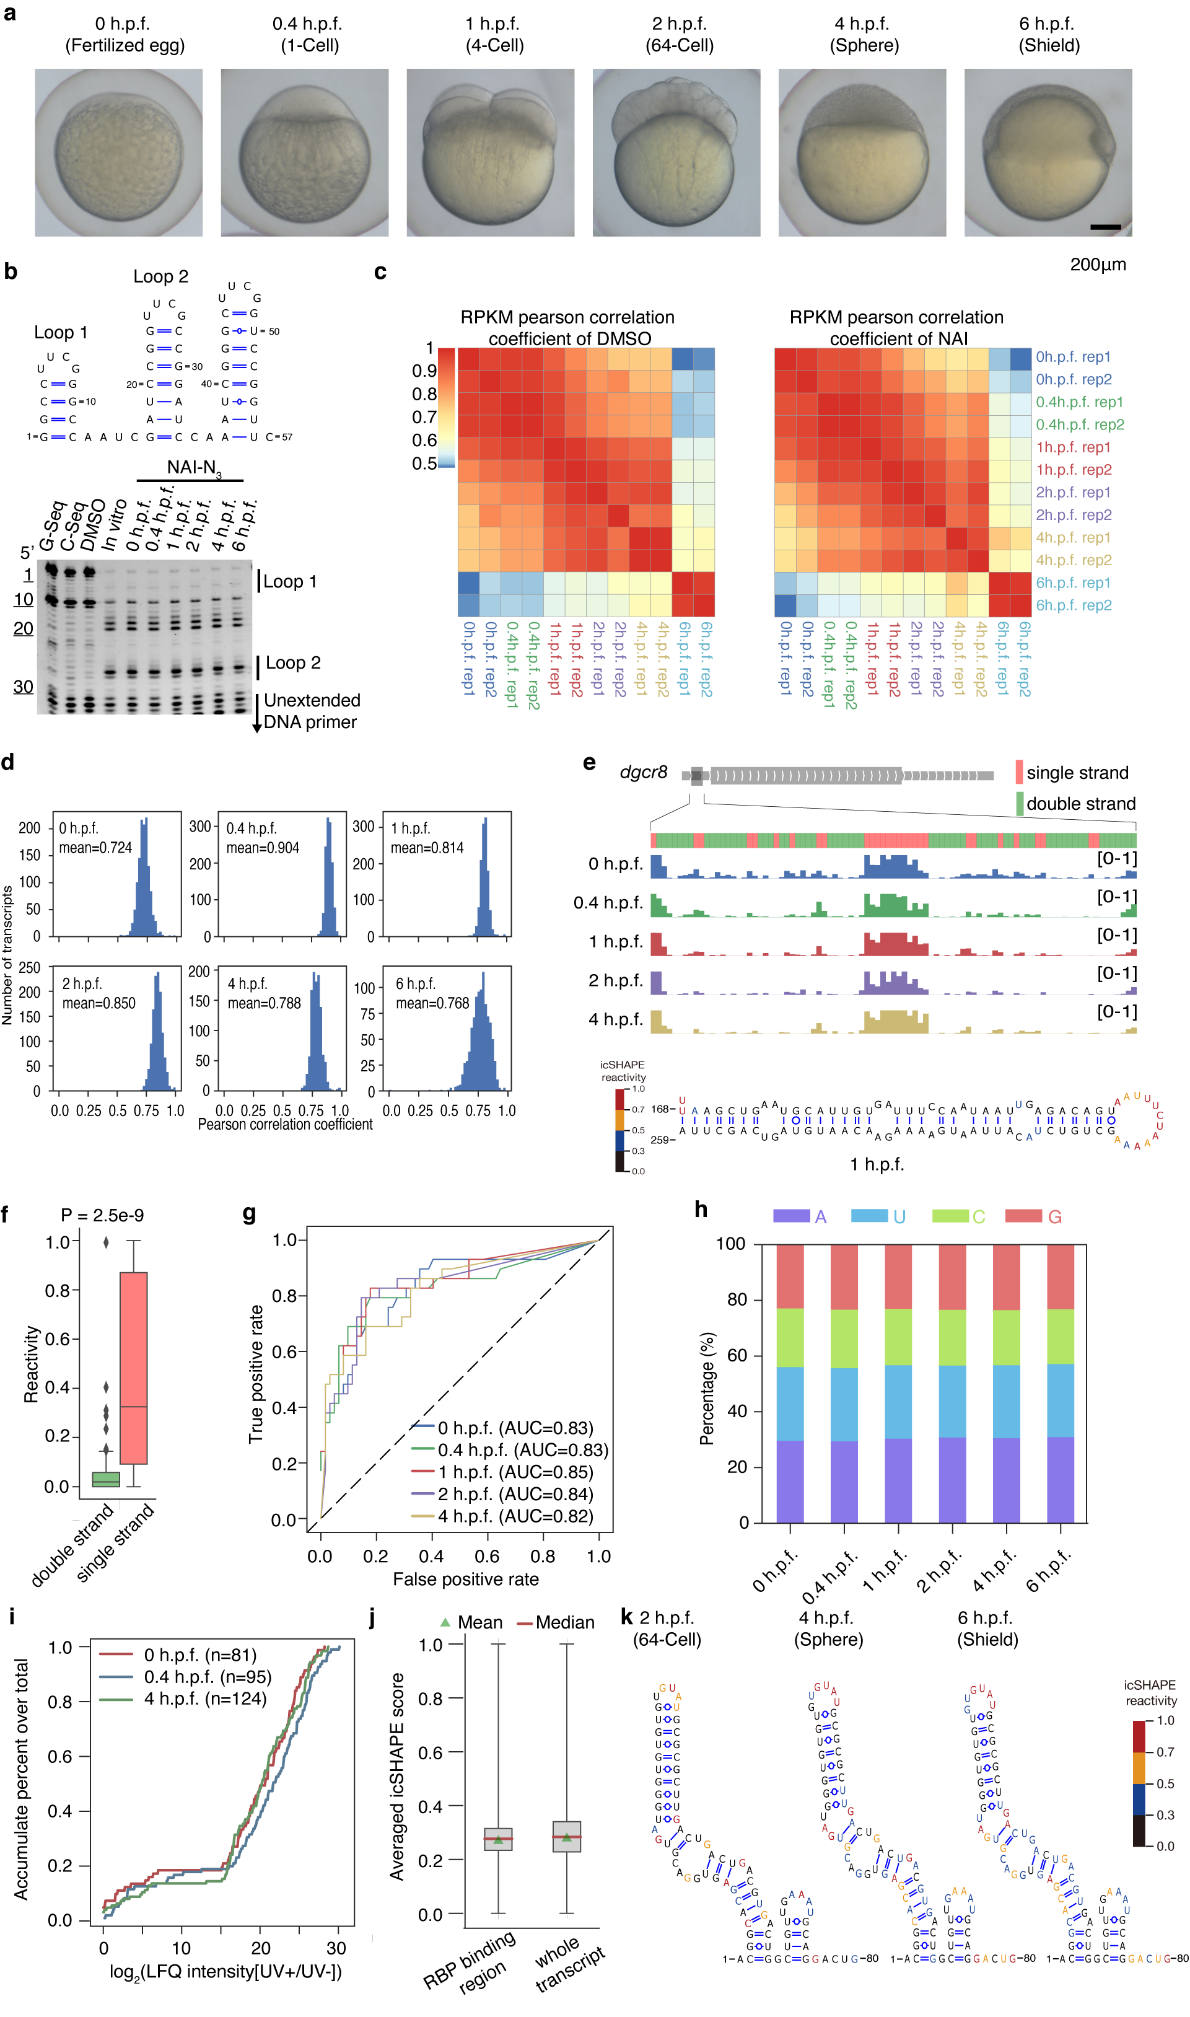

**Fig. S1 Validation of icSHAPE data quality.** (a) Zebrafish embryos at six different time points collected for icSHAPE profiling. (b) Denaturing gel analysis of folded RNA *in vivo* probed with NAI-N_3_ shows unbiased NAI-N_3_ probing at different time points. (c, d) Reproducibility of icSHAPE data across biological replicates at a per-transcript count level (c) and per-nucleotide rt-stop level (d) *in vivo* for each time point. (e) *In vivo* icSHAPE reactivity profile of the 5’ UTR of *dgcr8*. Accessibilities corresponding to annotated conserved secondary structures (gray rectangles) are highlighted (upper). The detailed icSHAPE reactivity and RNA structure model (1 h.p.f.) is also shown (lower). (f) Box plot comparing the distribution of *in vivo* icSHAPE reactivity (1 h.p.f.) and the pairing status of conserved secondary structures in the 5’ UTR of *dgcr8*. *P*-value was computed using two-sided unpaired Student’s t-test (single strand, n=29; double strand, n=62). (g) Receiver operating characteristic (ROC) curve for icSHAPE reactivity of each time point on conserved secondary structures in the 5’UTR of *dgcr8*. AUC, area under curve. (h) Nucleotide composition of profiled bases at each time point. (i) Cumulative distribution of the log2 fold of change of LFQ intensity of mRBPs between UV+ and UV- samples at 0, 0.4, 4 h.p.f. Statistical significances were calculated by the two-sided Kolmogorov-Smirnov test. The exact p-value is 0.21 for 0 h.p.f. vs 0.4 h.p.f., 0.17 for 0.4 h.p.f. vs 4 h.p.f., and 0.71 for 0 h.p.f. vs 4 h.p.f.. (j) Box plot shows very small differences between the icSHAPE reactivity scores at RBP binding sites and random positions on the whole transcripts in zebrafish. (k) RNA structure model of *kpna4* gene at 3’ UTR region at 2, 4, 6 h.p.f..

**
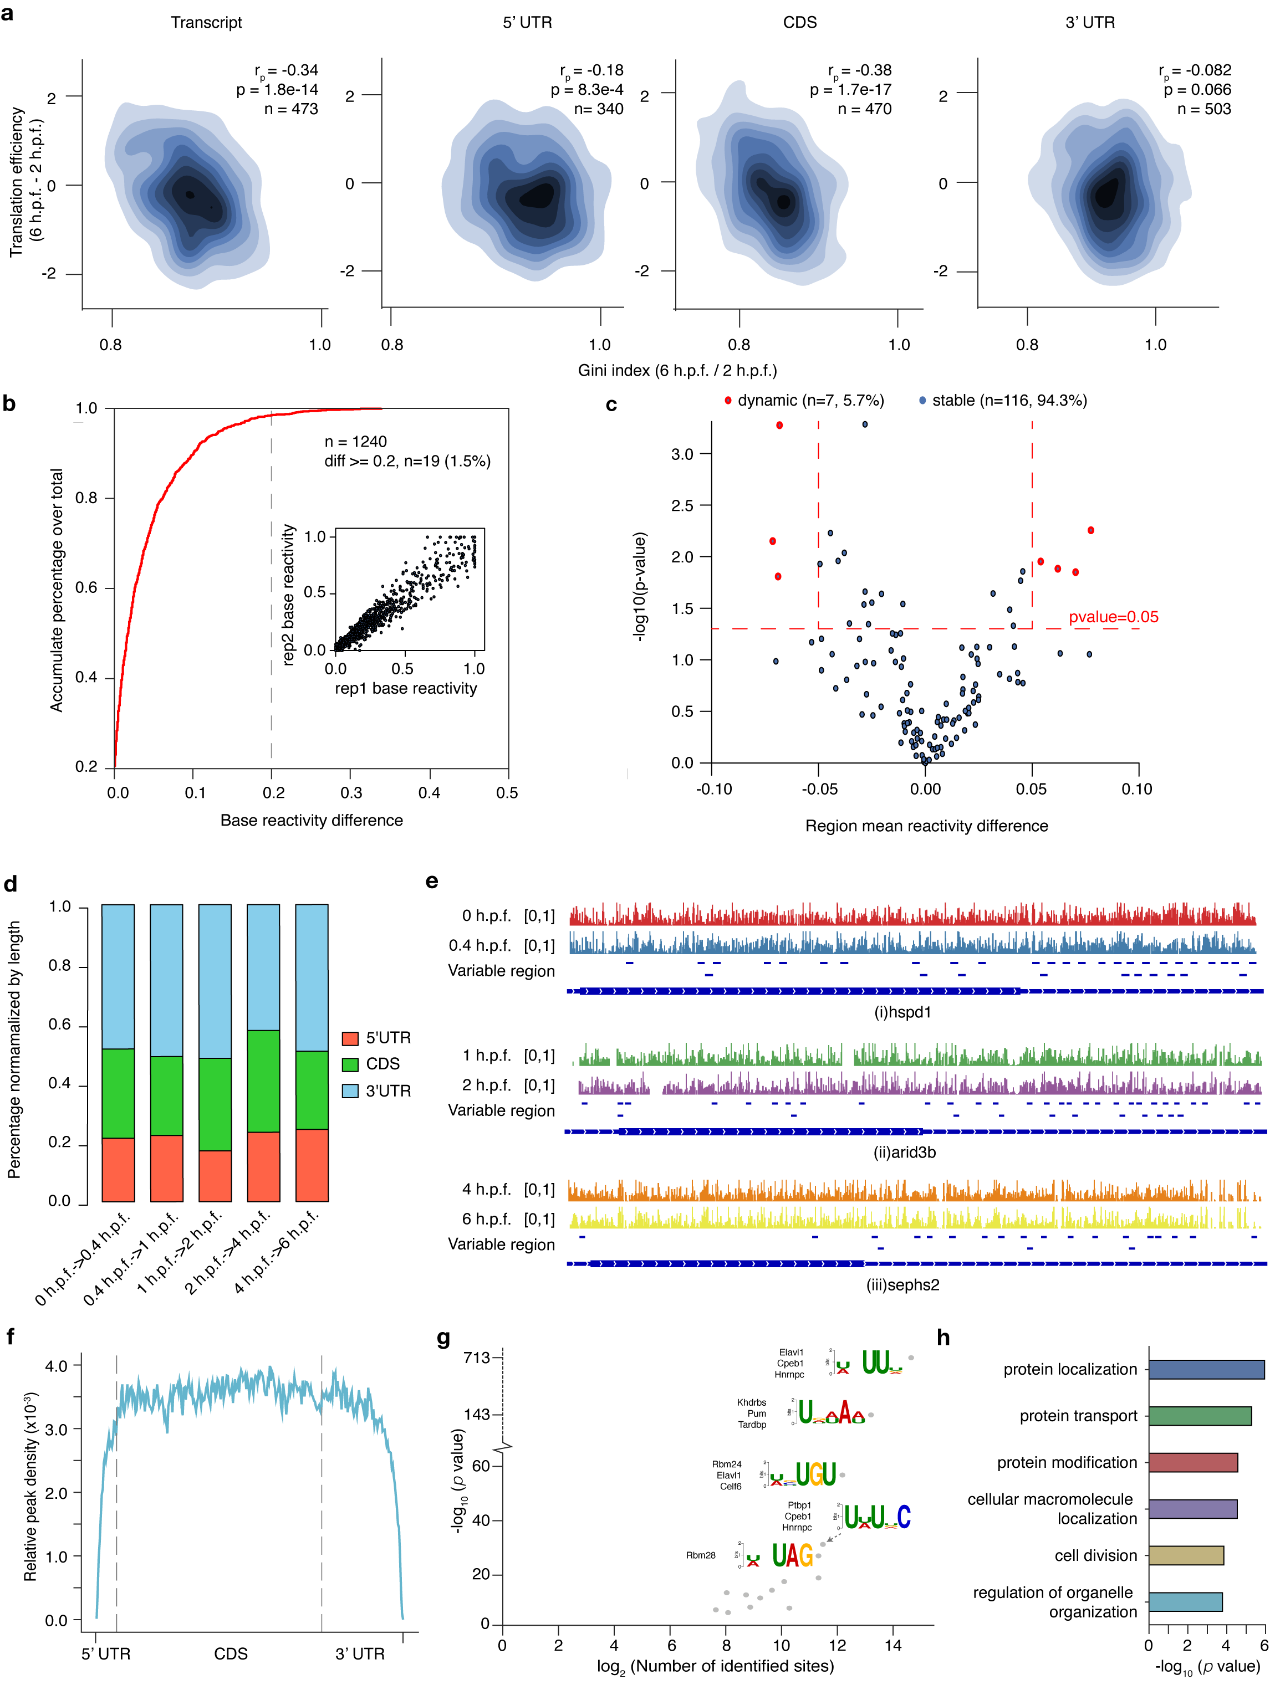
**

**Fig. S2 RNA structures are variable during zebrafish embryos development.** (a) Correlation between changes in translation efficiency and RNA accessibility (6/2 h.p.f.), for transcripts, 5′ UTR, CDS and 3′ UTR. Translation efficiency data was obtained from Subtelny et al., 2014. (b) Cumulative distribution of differential icSHAPE reactivity of spike-in RNAs between replicates at single nucleotide resolution. Inset scatter plot shows the icSHAPE reactivity of each nucleotide or 10 nt sliding window between replicates. (c) Volcano plot shows the distribution of differential averaged icSHAPE reactivity and log10 *P* values of 10nt sliding windows in spike-in RNAs between replicates. Statistical significant was calculated by two-sided paired Student’s t test. (d) Percentage of the normalized counts of structurally variable regions in each part of transcript in different comparisons. (e) Examples for genes with structurally variable region enriched in 3’UTR from different comparison. (ⅰ) *hspd1* between 0 h.p.f. and 0.4 h.p.f., (ⅱ) *arid3b* between 1 h.p.f. and 2 h.p.f., (ⅲ) *sephs2* between 4 h.p.f. and 6 h.p.f.. (f) Meta-gene profiling depicts the sub-transcript distribution pattern of 1-way structurally variable windows. (g) Scatter plot shows the significance and occurrences of *de novo* discovered sequence motif enriched in common structurally variable windows at 3’ UTR shared by at least two comparisons. *P* values were calculated by Fisher’s exact test. The RBPs with binding sites that are similar to the sequence motif are listed. (h) Gene set enrichment analysis of the transcripts that contain a DLE motif in structurally variable regions.

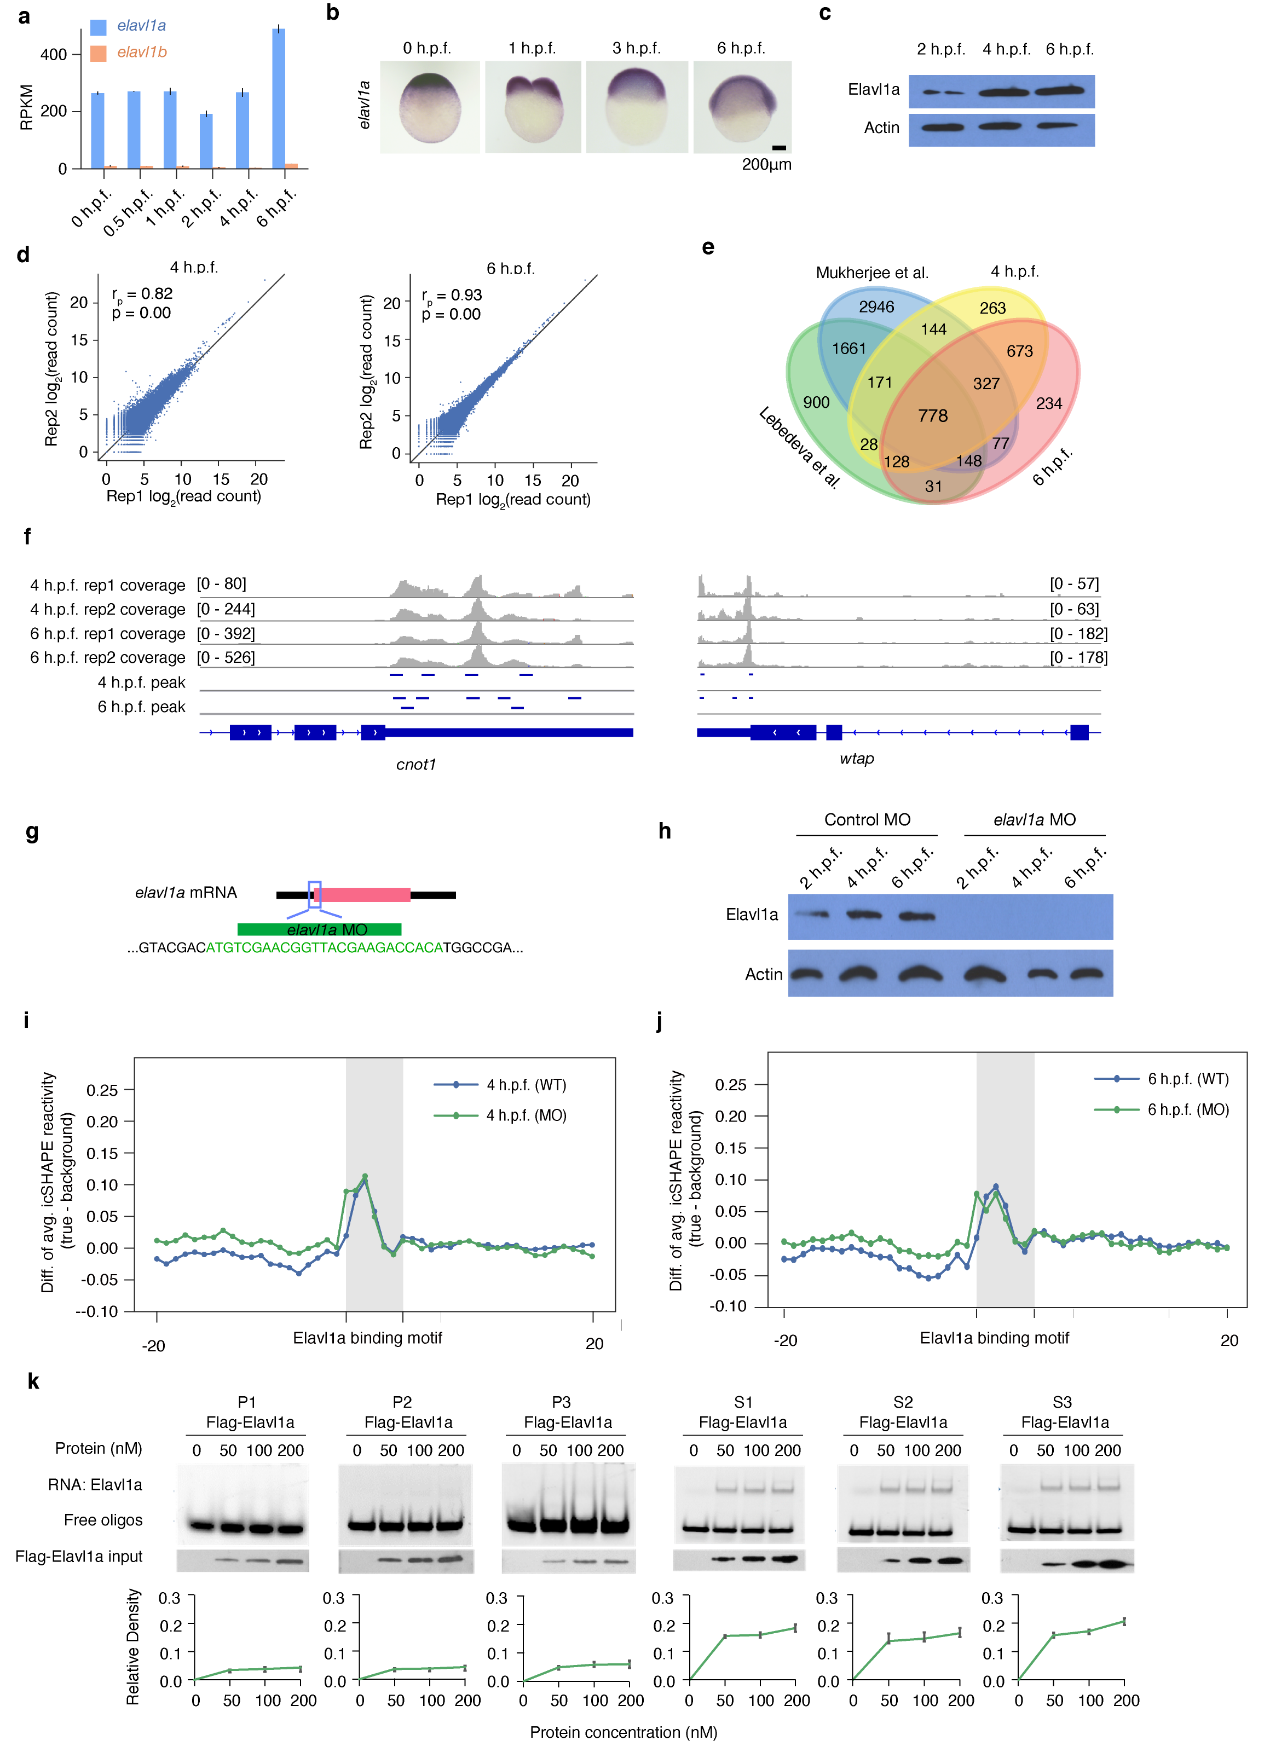

**Fig. S3. RNA structurally variable regions in 3’ UTRs are enriched with single-strand RBP Elavl1a.** (a) The mRNA expression level of *elavl1a* and *elavl1b* in zebrafish. (b) Whole-mount in situ hybridization (WISH) shows the *elavl1a* mRNA expression pattern in different developmental stages. (c) Western blotting shows the protein level of Elavl1a at 2 h.p.f., 4 h.p.f. and 6 h.p.f.. (d) RPKM correlation of iCLIP data between biological replicates. (e) Overlap of human ELAVL1 binding genes and zebrafish Elavl1a binding genes. Human ELAVL1 binding genes was obtained from Lebedeva et al., 2011 and Mukherjee et al., 2011. (f) IGV tracks displaying Elavl1a binding peaks. (g) Schematic of binding site of *elavl1a* morpholino (MO). (h) Western blotting verifies the effectiveness of *elavl1a* MO. (i-j) Averaged icSHAPE reactivity profiles in 4 h.p.f. (i) and 6 h.p.f. (j) between Elavl1a binding sites identified by iCLIP and non-binding sites with the same sequence motif, in the wildtype (WT) and Elavl1a deficiency (MO) embryos. (k) EMSA showing the binding ability of purified Flag-Elavl1a with six endogenous RNA probes containing Elavl1a binding sites. 100 nM of RNA probes was incubated with different concentrations of Flag-Elavl1a protein. Error bars, mean ± s.d., n = 3.

**
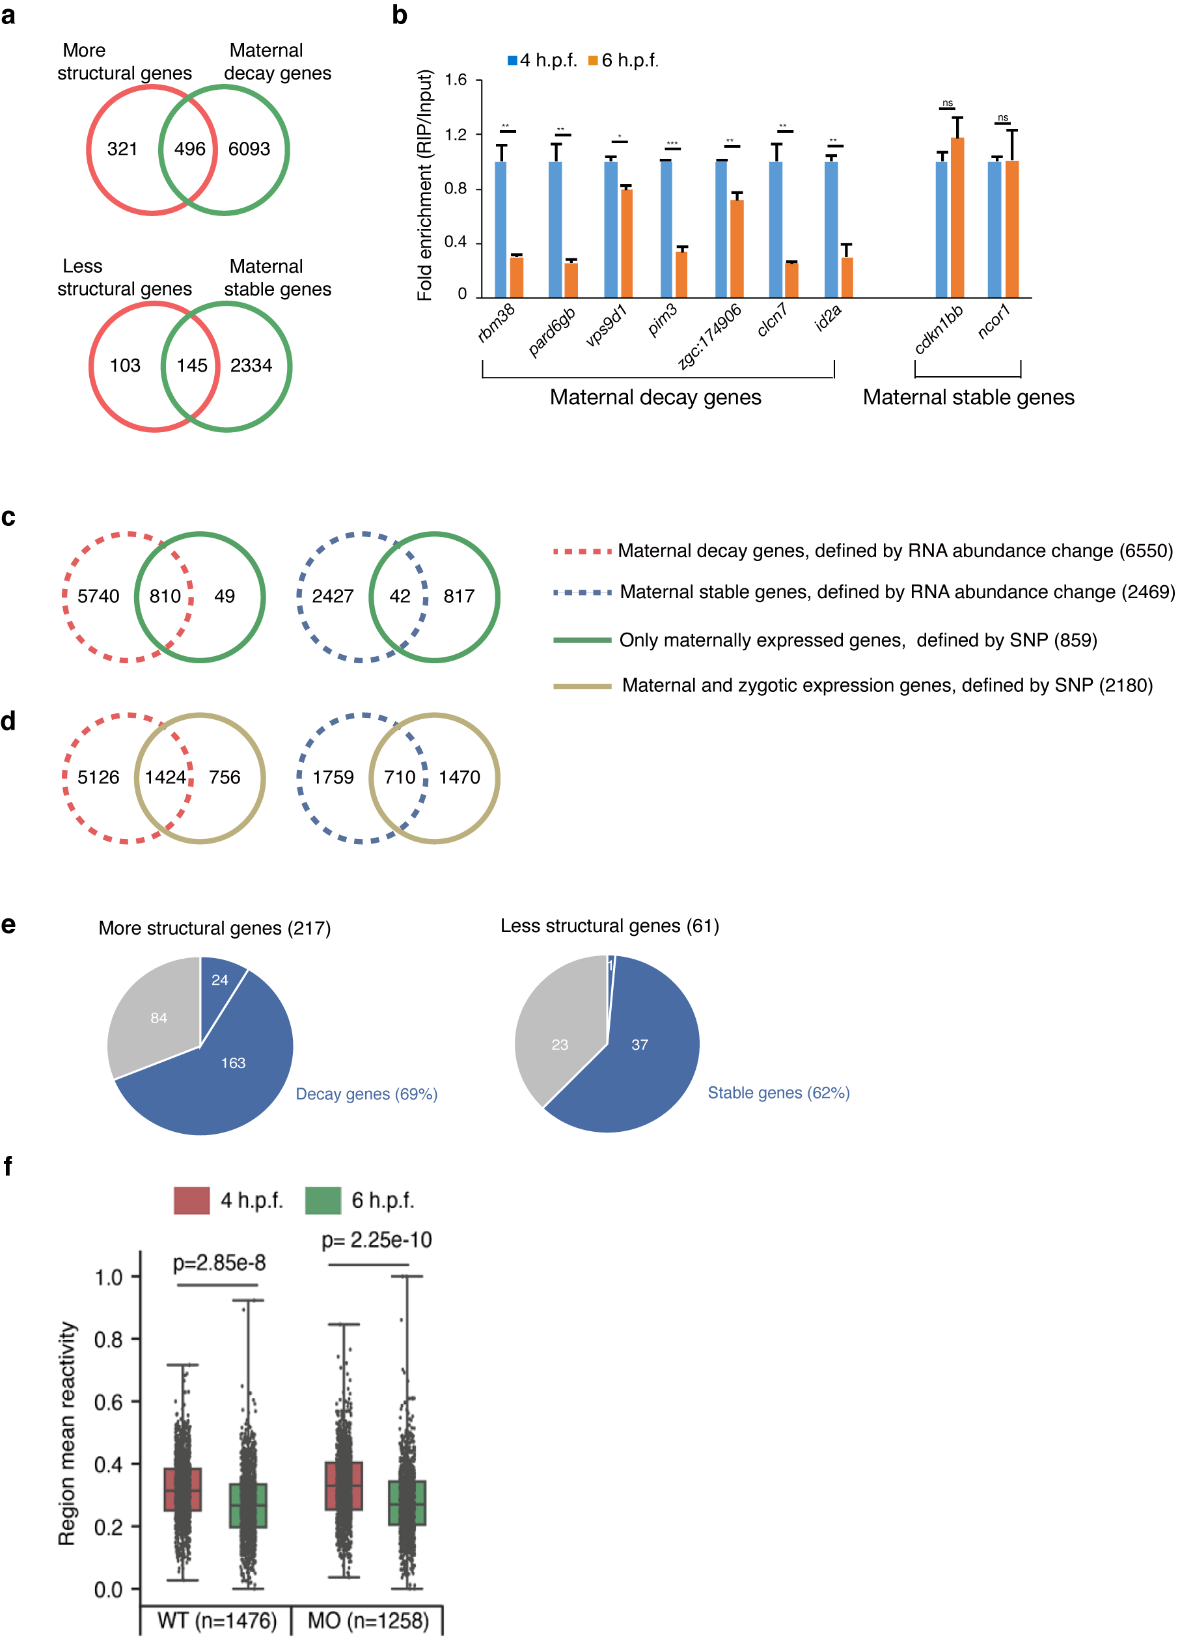
**

**Fig. S4 Maternal stable genes and maternal decay genes show differences in structure changes in Elavl1a binding regions.** (a) Overlap of maternal decay genes and transcripts with more structured Elavl1a binding sites, maternal stable genes and transcripts with less structured Elavl1a binding sites during the period of 4 h.p.f. to 6 h.p.f.. (b) RIP-qPCR shows the fold enrichment of transcripts with Elavl1a binding sites upon Elavl1a pull-down between 4 h.p.f. and 6 h.p.f.. Error bars, mean ± s.d., n = 3. *P* values were calculated using two-sided Student’s t-test. (c-d) Overlap of maternal decay and stable genes defined by only the change of RNA abundance and maternal-only (c) and maternal-and-zygotic (d) genes by using maternal vs. paternal SNPs. (e) Pie chart depicting the proportion of maternal decay genes (including both the maternal-only and the maternal-and-zygotic groups) in transcripts with more structural Elavl1a binding sites, and the proportion of maternal stable genes (both maternal-only and maternal-and-zygotic) in transcripts with less structural Elavl1a binding sites during the period of 4 h.p.f. to 6 h.p.f.. (f) Average icSHAPE reactivity scores around the Elavl1a binding sites that form more structure between 4 h.p.f. and 6 h.p.f., in WT and *elavl1a* MO samples. Statistical significances were calculated by the two-sided unpaired Student’s t test.

**
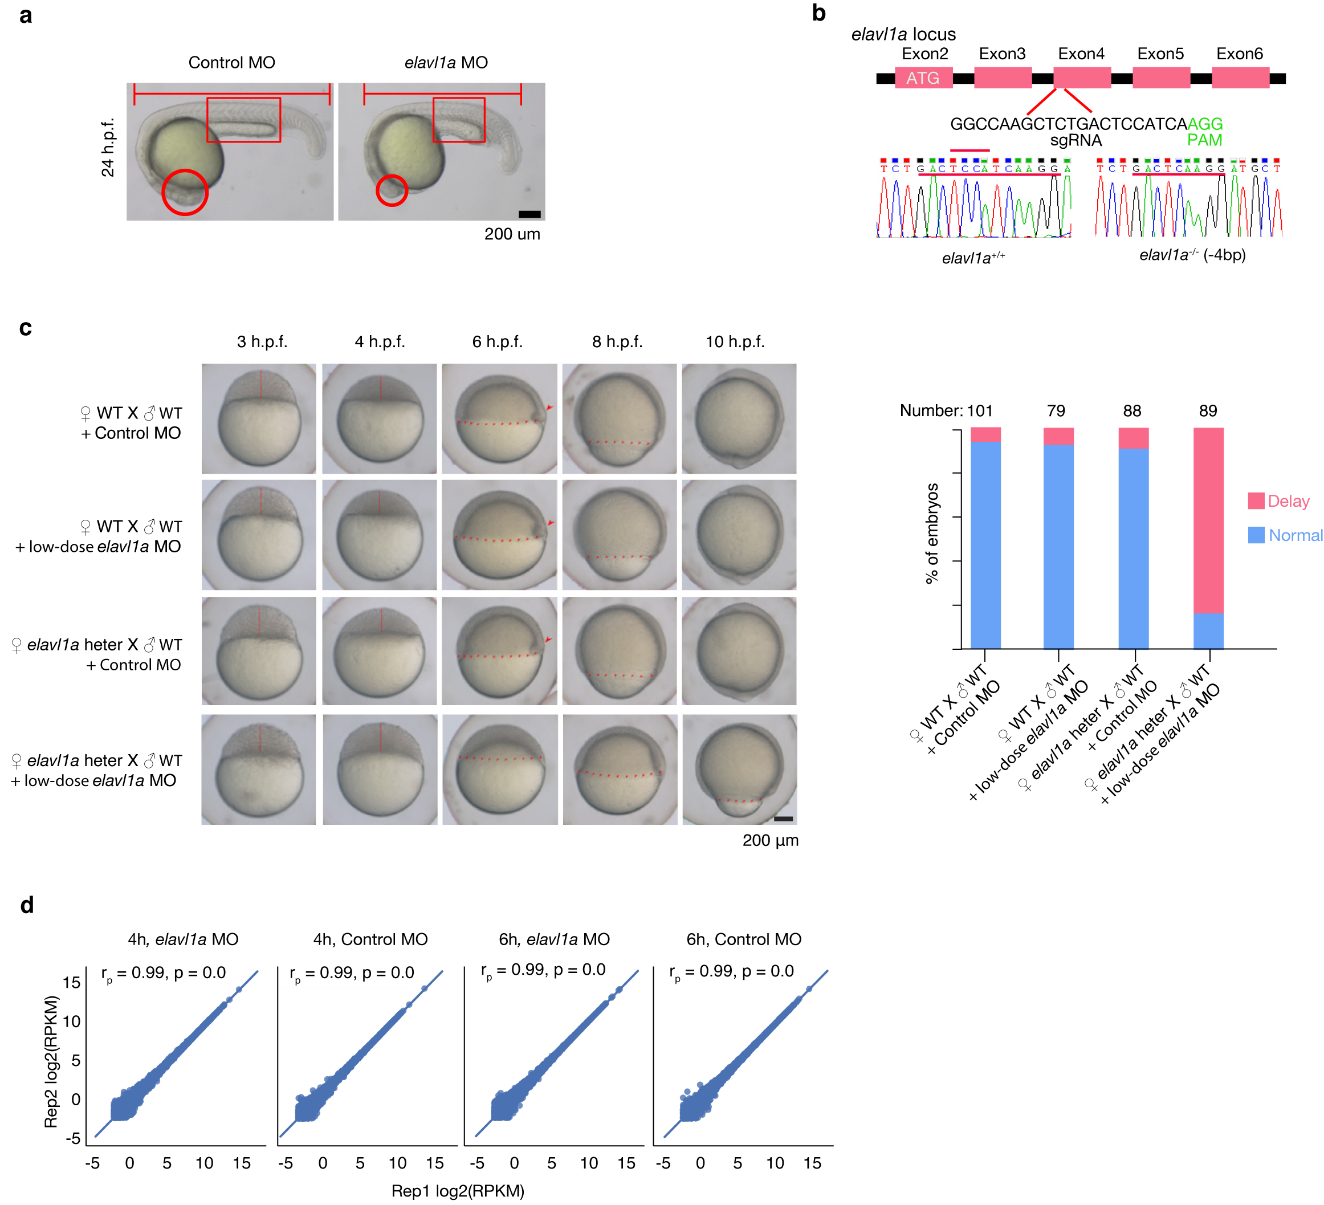
**

**Fig. S5 Elavl1a deficiency leads to developmental delay.** (a) Elavl1a deficiency leads to various malformations at 24 h.p.f.. (b) The upper panel showing the gRNA target site in the third exon of *elavl1a*. The lower panel showing the 4 bp deletion in the *elavl1a* mutants. (c) The embryos obtained from heterozygous females crossing with wild-type males, but not from wild-type mating, exhibited obvious developmental delay after low dose *elavl1a* MO injection. (d) RPKM Correlation of RNA-seq data between biological replicates for Elavl1a knockdown and control embryos at 4 h.p.f. and 6 h.p.f..

**
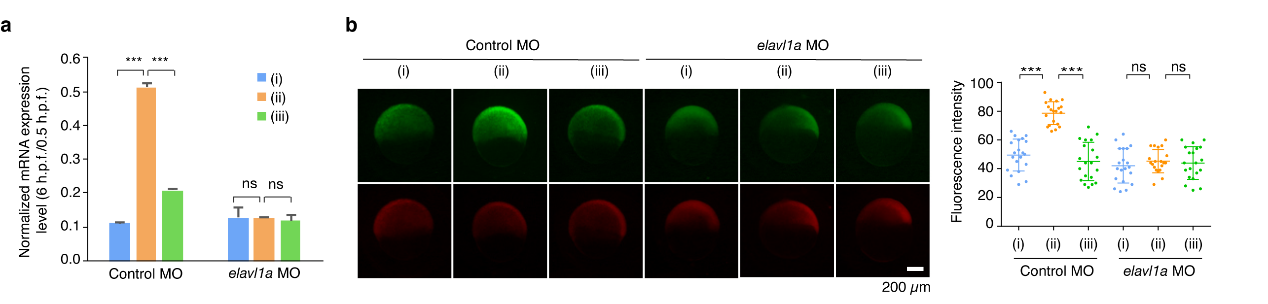
**

**Fig. S6 Full-length 3’ UTR reporter gene assay shows Elavl1a regulates RNA stability in a structure-dependent fashion.** (a) The relative mRNA level (6 h.p.f. versus 0.5 h.p.f.) of reporter genes with different structural contexts of Elavl1a binding motif in control and *elavl1a* morphants, n = 3 for each group, Error bars, mean ± s.d, *P* values were determined by two-sided Student’s *t*-test. (b) The protein level of reporter gene with different structural contexts of Elavl1a binding motif at 6 h.p.f. in control and *elavl1a* morphants determined by GFP fluorescence signal observation. Some pictures of representative embryos were shown. Quantitative fluorescence intensity was shown on the right, n = 20 for each group. Error bars, mean ± s.d. *P* values were determined by two-sided Student’s *t*-test.

**
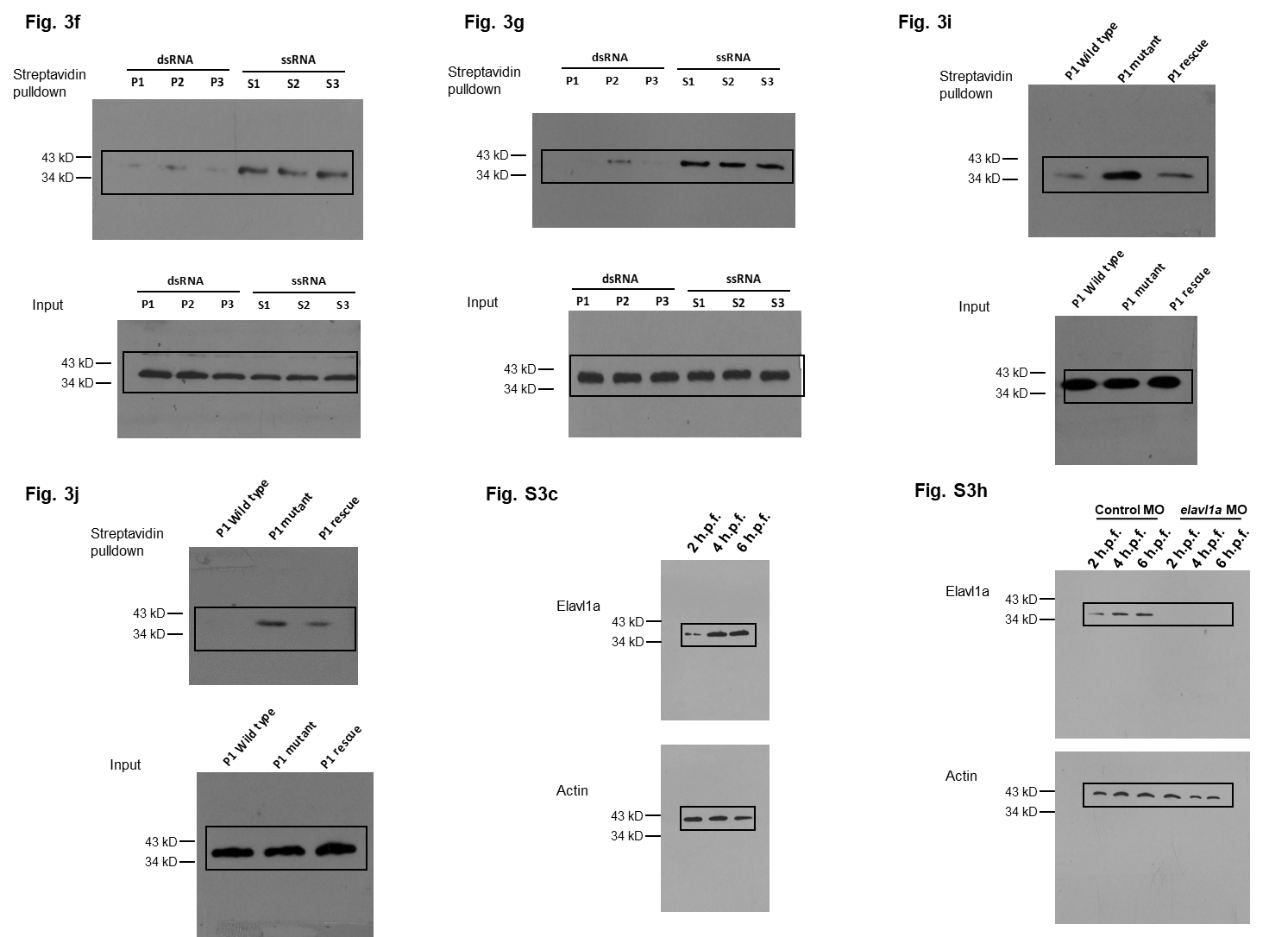
**

**Fig. S7 Full blots of figures**

How the deposited data were processed for this re-analysis (not part of the article)

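Wild-type embryos at 0, 0.4, 1, 2, 4 and 6 h.p.f. and elavl1a morphants at 4 and 6 h.p.f. had icSHAPE profiles, control embryos at 2, 4 and 6 h.p.f. and elavl1a morphants at 4 and 6 h.p.f. had 2 RNA-seq libraries each, and embryos with Flag-Elavl1a had iCLIP peak lists at 4 and 6 h.p.f. The list of Elavl1a sites in the supplement of the paper was used in the part held.

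For icSHAPE the authors trimmed adapters with cutadapt and Trimmomatic, collapsed PCR duplicates, mapped the reads to the RefSeq zebrafish transcriptome with bowtie2 and counted the stops of reverse transcription in NAI-N3 and DMSO libraries. They combined the replicates, scaled the values in windows to upper percentiles and dropped transcripts with few stops or a low base density. The deposited reactivity is a fraction from 0 to 1 per nucleotide, and the deposited RPKM is 1 value per transcript and profile. For RNA-seq the authors selected poly(A) RNA, mapped the reads with bowtie2, filtered them by mapping quality with SAMtools and gave each RefSeq transcript its unique read count, its multiple read count and an RPKM, leaving out transcripts under 0.1 RPKM. For iCLIP the authors collapsed duplicate reads with the CTK package, mapped them with bwa, merged the 2 replicates and called crosslink sites with CITS, and the signal in the deposited lists is the height of each peak.

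From the fractions, averages per transcript were taken where more than 50% of the nucleotides had a value. A nucleotide was called variable when its values differed by more than 0.2. A window of 10 nt with at least 8 valued nucleotides was called variable when the mean difference passed 0.05 and a paired t test gave p under 0.05. Windows were disjoint. With 1 pooled profile per stage, no statement rests on replicates of icSHAPE, and shares over transcripts or nucleotides describe these profiles only. Elavl1a sites were the centre of a listed site plus and minus 20 nt, and a transcript needed 10 valued nucleotides at its sites in the 3′ UTR.

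Counts of unique reads were tested with edgeR 4.0.16 (quasi-likelihood test, 1 model over 5 groups of 2 libraries) in R 4.3.3, over 9945 transcripts with a mean of at least 1 RPKM over the 10 libraries. Libraries were scaled by their totals, as RPKM is, and p was adjusted by Benjamini-Hochberg at 0.05. The SE given with a log2 change is its size divided by the square root of the F of the test. It is not a fitted standard error, and the range without 1 library can be wider. A transcript that is not listed in a library was set to 0 there. Comparisons were 6 against 4 h.p.f. in controls and in morphants, morphants against controls at 4 and at 6 h.p.f., the interaction of the 2, and 6 against 2 h.p.f. in controls. The design had assumed RPKM with limma as the test. As the files also hold counts, the tests per transcript use the counts, and limma 3.58.1 on log2(RPKM + 1) was kept as an alternative, for the maternal and zygotic classes and for medians over groups of transcripts. Multiple reads were 2.05% of all reads and entered only an alternative. Every entry of the tables is a transcript ID, and 13579 of the 13856 IDs have a symbol.

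Depth was 61776396 to 104388477 unique reads per library, and the replicates of each group correlated with a Pearson coefficient of at least 0.9988 on the log2 scale. The biological coefficient of variation was 0.0218 to 0.0317 per group, so that changes far below 2-fold pass the test. On simulated counts with 200 changed transcripts per comparison, 93.0 to 99.5% were found, and 3.40 to 6.06% of the calls were false. Most transcripts were left unchanged in this simulation, unlike between the real stages, so it does not test the scaling by library totals. On simulated icSHAPE windows with an assumed noise of 0.05 (standard deviation) and a shift of 0.15, 200 of 200 shifted windows were found and 0.149% of the others were called. With so large a shift this checks only the computation, and it gives no error rate for the profiles.

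Genes are named by a rule. These are every gene the paper names for these data and, for each comparison, the 3 largest rises and 3 largest falls on log2(RPKM + 1) among transcripts with a limma adjusted p under 0.05 that moved the same way in both libraries against both, with 1 transcript per symbol. From the paper's own list, the RNA-seq tests of the targeted gene and the 2 genes of Fig. 4 are given one by one and the others as a tally. The icSHAPE values of kpna4, dgcr8, elavl1a and elavl1b are given as well.

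Alternatives were other pseudocounts, filters, scalings (TMM, DESeq2 1.42.0 and centring on the median), fits over fewer groups, leaving out each library, other thresholds for nucleotides and windows, and other definitions of sites and shared peaks. Tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and peaks were compared with bedtools 2.31.1. Base composition, regions of windows and peaks, sequence motifs and gene ontology terms were not analysed here.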

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

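All tests of explanations in this part were chosen only after the results were seen.

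By the interaction term of the edgeR fit, the change from 4 to 6 h.p.f. differed between morphants and controls in 7372 of 9945 transcripts at a Benjamini-Hochberg adjusted p under 0.05. A factor per library does not account for this number, since it moves all transcripts one way, and the called changes over 2-fold numbered 995 higher and 1108 lower. Transcript length is not related to the difference either (Spearman's rho −0.0203). The share of mapped reads stays open. Table S1 of the paper lists at least 56.3% for the 6 h.p.f. morphant libraries and at most 45.0% for all others. These 2 libraries are also the only ones with more unique reads than total reads in Table S1 (63648509 against 61778610 and 61776396 against 60034447). Their totals are therefore in another unit. Taken as read pairs they give at most 28.2%, near the 32.4 to 34.3% of the other 4 and 6 h.p.f. libraries, and the listed gap closes. The unit is not known, so a smaller difference in the share cannot be told apart from the group. The loss of Elavl1a, the explanation the design gives, stays open beside it and was not tested apart from the morpholino itself.

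The effect of the morpholino also differed between the 2 stages. Of 5146 transcripts called at both, 2322 were called in opposite directions with a different change, and 2824 in the same direction. A candidate explanation is that morphants lag behind controls, and the paper describes delayed development of morphant embryos. At 4 h.p.f. the difference of morphants from controls went against the change of controls from 2 to 6 h.p.f. (Spearman's rho −0.50), as a lag needs. At 6 h.p.f. the relation was weak, with −0.0858 for the change from 2 to 4 h.p.f. (−0.235 in the group of shortest transcripts and −0.0927 to −0.0113 in the other 4) and −0.101 for the change from 4 to 6 h.p.f. when the other control library gave the stage change. A lag therefore cannot be the whole of the 6 h.p.f. effect. Whether Elavl1a acts on the transcripts themselves or on the pace of development was not tested.

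The 2 genes of Fig. 4 are among these transcripts. The log2 change of mylipa from 4 to 6 h.p.f. was lower in morphants than in controls by the interaction term, at −1.34 (leaving out 1 library, −1.40 to −1.26). Morphants had more of it at 4 h.p.f. (119 against 52.8 RPKM) and nearly as much at 6 h.p.f. (18.4 against 19.7). For atp2b1a the term was −1.02, with similar values at 4 h.p.f. (166 against 156 RPKM) and 82.9 against 157 RPKM at 6 h.p.f. The difference of mylipa lies at 4 h.p.f. (log2 1.20, SE 0.0267, against −0.13 at 6 h.p.f.), so a fault of the 6 h.p.f. morphant libraries is not its source. That of atp2b1a lies at 6 h.p.f. (−0.94).

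Of the genes picked by size, mttp had a difference of 4.45 (4.10 to 4.85 without 1 library), with 5.07 and 36.3 RPKM in controls and 0.894 and 129 in morphants at 4 and 6 h.p.f. The value of hnf4a was 3.66 (7.39 and 25.9 against 2.57 and 102 RPKM) and that of hist2h2l 3.38 (20.7 and 17.2 against 11.9 and 91.1). Reads of histone genes can be shared between copies, so hist2h2l is uncertain. On the other side were cfap100 with −4.61 (3.84 and 11.1 against 5.71 and 0.928 RPKM) and khk with −3.94 (1.28 and 30.0 against 1.13 and 2.34). The other fall picked, eva1ba, has no unique read in morphants at 6 h.p.f. and is given no fold change. A fault of the 6 h.p.f. morphant libraries is not the source of the part present at 4 h.p.f., which was −2.58 for mttp. The part played by Elavl1a was not tested.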

How the results depend on the processing

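Most alternatives, among them the pseudocounts, filters, centring, fits over fewer groups, the replicate block and leaving out libraries, were set before the data were examined. TMM normalization, DESeq2, multiple reads added to unique ones, unlisted transcripts set at 0.1 RPKM, nucleotides above 0, peaks or windows within 20 nt, the RPKM filter for the classes, and the combined or unscaled settings of Fig. 5c were chosen only after the data were seen. So were the threshold of 0.3 and the centring for the morphant profiles. No other tests in this part were chosen after the results were seen. Over 139 results and 968 values, 749 kept their direction and their side of the threshold or stayed within their spread, 3 passed a threshold they had not passed, 4 reversed and 212 moved. Except where a cause is given, the cause was not tested.

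The numbers of called transcripts stayed within a factor of 1.5 of the values reported in all 60 fits of the 6 comparisons. The largest move was from 2 to 6 h.p.f. without the filter on low RPKM. It gave 11461 calls among 13856 transcripts, against 9495 among 9945. The split of the calls depended on scaling in 5 comparisons and not for the interaction (47.56% higher with library totals, 47.59% with TMM, 47.13% with DESeq2 and 48.34% with limma on centred libraries). In controls from 4 to 6 h.p.f. 32.3% of the calls were higher with library totals, 48.2% with TMM, 53.1% with DESeq2 and 53.8% with limma on centred libraries. In morphants the same shares were 34.3, 48.0, 52.1 and 53.7%, from 2 to 6 h.p.f. in controls 31.4, 47.5, 52.0 and 53.6%, for morphants against controls at 4 h.p.f. 63.4, 49.2, 44.9 and 42.9%, and at 6 h.p.f. 50.98, 45.8, 43.8 and 44.9%. The median change of all tested transcripts moved from −0.64 with totals to −0.07 with TMM in controls from 4 to 6 h.p.f., from −0.65 to −0.08 in morphants, and from −0.96 to −0.13 from 2 to 6 h.p.f. DESeq2 put these medians at 0.0967, 0.0788 and 0.0847. TMM, DESeq2 and centring take most transcripts as unchanged, so medians near 0 and even splits follow from them largely by construction. They do not show that levels stayed. Directions of change between stages are therefore relative to the total of mapped reads.

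Same-numbered libraries did not deviate together (correlations of −0.031 to 0.056 over 10 pairs of groups), so the numbers mark no pairs. With the replicate block the fits called 9246 and 9291 transcripts from 4 to 6 h.p.f. in controls and morphants, 6194 and 7882 between morphants and controls at 4 and 6 h.p.f., 7336 for the interaction and 9488 from 2 to 6 h.p.f.

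Of the named transcripts, 424 of 430 values kept their call and direction. The change of elavl1a at 4 h.p.f. in morphants, 0.02 and not past the threshold, reversed to −0.0658 with limma on centred libraries, −0.0515 with TMM and −0.0725 with DESeq2. The change of atp2b1a in controls passed the threshold in these settings, at 0.65, 0.58 and 0.74. Leaving out 1 library moved 41 of 204 values of named transcripts beyond their spread and reversed none of those called. The change of atp2b1a in controls, not called, lay on both sides of 0 (−0.0062 to 0.0151). Of the 5 values of elavl1a in RPKM, none moved by leaving out a library.

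The number of maternal stable transcripts was 3732 with TMM. The difference of Fig. 5c was −0.0136 without the filter, reversed to 0.0126 with centred libraries, and was −0.071 with a pseudocount of 0.1 and no filter and −0.39 with counts not scaled for library size. It was −0.0151 to −0.00514 in the 8 fits that each left out one library. The gap of Fig. 5d was −0.138 with a pseudocount of 0.1, −0.113 without the filter, −0.0359 with centred libraries and classes formed from them, −0.106 with classes from the fold change alone, −0.118 and −0.117 with the control libraries split between classes and fold change, −0.0761 with TMM classes, and −0.125 to −0.119 in the 4 fits without one library. For zygotic transcripts the same settings gave −0.36 (pseudocount), −0.18 (filter) and −0.35 (centred). Counting transcripts over 1 RPKM in morphants or controls gave −0.21, and the 4 fits without one library −0.290 to −0.280. The gap of Fig. 4b was −0.42 without the test, −0.41 with sites of plus and minus 10 nt, −0.51 without the filter, −0.51 with transcripts matched on RPKM and −0.568 to −0.538 in the 4 fits without one library.

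Counting every listed transcript gave 6684, 7446, 7742 and 6996 at 0, 0.4, 1 and 6 h.p.f., by construction. For the mean reactivity, the median per transcript gave 0.209, 0.272, 0.186, 0.140, 0.201 and 0.205 from 0 to 6 h.p.f., and nucleotides above 0 gave 0.320, 0.358, 0.316, 0.295, 0.330 and 0.324. Transcripts covered at all 6 stages gave 0.296, 0.249 and 0.296 at 0, 2 and 4 h.p.f., and nucleotides valued at all 6 stages gave 0.295 and 0.248 at 0 and 2 h.p.f. The highest value stayed at 0.4 and the lowest at 2 h.p.f. in all of these. In the windows drawn for kpna4, dgcr8, mylipa and atp2b1a, the median nucleotide lay below the mean in 29 of 31 profiles and above it in 2.

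Variable nucleotides came to 14.0, 12.3, 7.28, 11.4 and 8.68% with a threshold of 0.3, by construction fewer. Centring gave 26.4, 23.0, 16.6 and 22.1% in the first 4 intervals, and nucleotides valued at all 6 stages gave 26.5, 24.4, 14.9, 20.1 and 17.04%. Between wild type and morphants a threshold of 0.3 left 11.6% at 4 and 17.9% at 6 h.p.f., and 14.3% between the 2 morphant profiles, while centring gave 30.3% at 6 h.p.f. and 26.3% between the morphants. An adjusted p left 7676, 66464, 0, 344 and 2 variable windows. Centring gave 128996 and 124979 in the intervals from 0.4 to 1 and from 2 to 4 h.p.f., and a difference above 0.1 gave 79703 and 50628 from 1 to 2 and from 4 to 6 h.p.f.

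Windows variable in at least 2 intervals made up 67.9, 50.1, 59.5, 47.6 and 44.8% with a difference above 0.1 (34.3% over all). With an adjusted p the shares were 52.4, 6.11, 26.2 and 0% (5.79% over all), with no value from 1 to 2 h.p.f., where no window was left. Centring gave 58.9, 55.5, 55.3, 46.7 and 40.9% (32.1%), windows tested in all 5 intervals 81.5, 61.8, 71.02, 73.3 and 66.5% (49.4%), and windows within 20 nt counted as shared 93.4, 92.2, 94.1, 82.1 and 82.99% (83.6%).

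A difference above 0.1 left 14 transcripts in group I and 0 in group II, so that no gap of Fig. 4b exists there, and put the decay share of group I at 57.1%. At the sites of group I, plus and minus 10 nt gave 0.352 and 0.260 in wild type and 0.365 and 0.324 in morphants, and group I defined in morphants gave 0.325, 0.314, 0.357 and 0.268. Centring left the wild-type groups I and II and their sites as they were, since the wild-type median difference from 4 to 6 h.p.f. is 0. Between the morphant profiles the median difference was −0.021. Of the 4 h.p.f. peaks, 16.2% were shared among peaks at or above the median height and 34.5% within 20 nt. Peaks at or above the median height numbered 75818 and 168803.

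Alternatives for base composition, regions of windows and peaks, motifs, and bound against unbound sites were not run, since these results were not analysed here, nor were those for a list-wise percentile of the full site list. The reads behind 1 nucleotide are not known, which limits every share of variable nucleotides, and the 2 libraries per group limit each RNA-seq value to the spread between them.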

Differences from the paper's values

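Of 45 values compared with the paper, 35 lay within the margin used here and 10 did not. None of the alternatives set before the data were examined closed the gap for any of the 10. For counts and shares the margin was a factor of 1.5, so values within it can still lie apart. Windows variable in at least 2 intervals made up 73.4, 56.4, 64.0, 55.5 and 52.5%. For its regions Fig. 2c of the paper has about 84, 79, 83, 68 and 71%, read by eye. The stable share of group II was 47.6% against about 59% in the paper. The decay share of group I was 69.6% against about 61%.

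The share of variable regions called in all 5 intervals is about 12, about 9, about 12, about 8 and about 18% in Fig. 2c of the paper, read by eye. The paper counts 30 nt regions made from windows widened by 10 nt on each side and merged, whereas the values here count the 10 nt windows themselves, so the 2 are not the same measure. The values here were 0.731, 0.511, 0.892, 0.595 and 1.43%. The alternatives set before the data were examined gave 0.186 to 0.666% (difference above 0.1), 0% (adjusted p, in the 4 intervals with windows left), 0.513 to 1.44% (all 10 nucleotides valued), 0.398 to 0.628% (centred) and 0.824 to 2.102% (windows tested in all 5 intervals). Counting windows within 20 nt as shared, a setting chosen after seeing the values, gave 11.8, 9.25, 12.5, 9.63 and 16.4%.

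In Fig. 5c of the paper the median log2 change from 4 to 6 h.p.f. is about −0.7 in controls and about −1.0 in morphants, read by eye. The methods of the paper name DEGseq for fold changes and give no normalization setting for it. Its values of Fig. 5c and 5d may thus be on another basis than log2(RPKM + 1), used here. The values here were −0.54 and −0.55. A pseudocount of 0.1 gave −0.62 and −0.63, no filter −0.23 and −0.25, and centred libraries 0.10 and 0.12. The fits without one library stayed at −0.54 to −0.53 for controls and −0.55 for morphants. Read counts not scaled for library size, a setting chosen after seeing the values, gave −0.39 and −0.78, and so a difference of −0.39 where the curves of the paper are about 0.3 apart, read by eye from Fig. 5c.

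In Fig. 5d of the paper the median change of morphants against controls is about −0.1 for maternal decay, about −0.2 for maternal stable and about −0.8 for zygotic transcripts, read by eye. The values here were 0.0500, −0.0701 and −0.28. Centred libraries gave −0.0364 for maternal decay, the only alternative with the paper's sign there, while the alternatives set before the data were examined gave −0.0765 to −0.0645 for maternal stable transcripts. Classes with TMM normalization, a setting chosen after seeing the values, gave −0.0301 there. The largest falls of zygotic transcripts were −0.36 with a pseudocount of 0.1 and −0.35 with centred libraries.

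The paper describes mRNAs as degraded faster in morphants. Here 52.7% of transcripts (5244 of 9945) had the lower change in morphants, and transcripts that fell made up 64.7% in morphants and 66.8% in controls. For maternal decay transcripts the paper describes a faster degradation in morphants that is smaller than for stable ones. Here 45.9% of maternal decay transcripts were lower in morphants at 6 h.p.f., with a median of 0.0500 against controls. Their median change from 4 to 6 h.p.f. was lower in morphants, at −1.16 against −1.07 in controls. With centred libraries it was −0.49 against −0.43. They started higher in morphants at 4 h.p.f., by a median of 0.14, and 88.4% of them fell in morphants against 94.97% in controls. For stable transcripts the median change was 0.575 in morphants and 0.549 in controls, and 24.5% and 16.97% fell.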

Other observations

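Tests of the covered transcripts, the ratio of NAI-N3 to DMSO reads, noise at low coverage, shared windows and the coverage of morphant profiles were set in advance of the results they measure. The other tests in this part, and the comparison of that ratio with the order of the stages, were chosen only after the results were seen.

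Mean reactivity was highest at 0.4 and lowest at 2 h.p.f. The share of nucleotides at exactly 0 does not account for this order, since the mean of nucleotides above 0 was also highest at 0.4 h.p.f. (0.358). Different sets of transcripts do not either, with 0.339 at 0.4 h.p.f. over nucleotides valued at all stages. The log2 ratio of NAI-N3 to DMSO reads went with mean reactivity only loosely over the 8 profiles (Pearson's r 0.467, exact permutation p 0.239, and Spearman's rho 0.286, exact permutation p 0.501). Pearson's r was 0.419 without the 2 farthest profiles. With only 8 profiles, morphants among them, these values do not exclude an effect of the ratio. In wild type the ratio was highest at 1 h.p.f. (2.12) and lowest at 4 h.p.f. (1.18), while the stages at the ends of the reactivity order had 1.88 and 1.45. A change of structure in the embryo stays open as a hypothesis, beside a shift of whole libraries that 1 profile per stage cannot exclude.

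The share of variable nucleotides was lower in the group of highest RPKM than in that of lowest RPKM in every interval. The highest group had 71.1, 71.6, 51.8, 62.0 and 41.9% of the share of the lowest. Noise at low coverage may make up part of the calls, and a true difference between abundant and rare transcripts cannot be told apart from it without replicate profiles.

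Windows variable in 2 intervals could come from the noise of a profile that both intervals use. For pairs of intervals without a stage in common the overlap was still at least 1.11 times that of independence. This decides nothing, since the share of variable nucleotides fell with RPKM, and noise that is uneven over transcripts also raises the overlap. Opposite directions in the 2 intervals made up 40.5 to 98.8% of the shared windows over the 4 pairs that meet at a stage, and 4.75 to 93.7% over the 6 pairs that do not. These shares depend on the main direction of each interval. In order from 0 to 6 h.p.f., the reactivity fell in 10.1, 95.7, 87.4, 5.88 and 49.8% of the variable windows. Windows that change and change back cannot be told apart from noise of the stage between or from a shift of whole profiles.

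Wild type and morphants differed in 23.5% of nucleotides at 4 h.p.f. and 31.2% at 6 h.p.f., against 19.3% between the 2 wild-type stages. In the group of highest RPKM 18.2 and 25.5% still differed. RPKM is scaled to the depth of a profile and the morphant profiles have fewer reads, so lower coverage cannot be told apart from a change of structure. No biological explanation was tested.

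The mean reactivity of the 6 h.p.f. morphant profile was below wild type. A larger share of nucleotides at exactly 0 (21.4 against 11.0%) may be the source, since the mean above 0 was 0.324 in both. This profile is also the only one with fewer NAI-N3 than DMSO reads (ratio 0.692), which cannot be told apart from the condition.

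The sites of group I lost more reactivity in wild type than in morphants. The choice of these transcripts by their wild-type change may explain this. In group I defined in morphants the change was −0.0887 in morphants and −0.0107 in wild type, against −0.0250 and −0.0769 in group I defined in wild type. So which of the profiles falls more follows the profile used for the choice.

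Morphants at 4 h.p.f. lay nearer to controls at 2 h.p.f. than controls at 4 h.p.f. did. On an axis from controls at 2 h.p.f. (0) to controls at 6 h.p.f. (1), controls at 4 h.p.f. lay at 0.412, morphants at 4 h.p.f. at 0.328 and morphants at 6 h.p.f. at 0.958. Scaling does not account for it, since rank correlations, which it leaves alone, with controls at 2 h.p.f. were at least 0.913 for morphants and at most 0.885 for controls at 4 h.p.f. Nor does transcript length, as the 4 h.p.f. effect went against the change of controls from 2 to 6 h.p.f. in every group by length (Spearman's rho −0.57 to −0.45). At 6 h.p.f. rank correlations with controls at 2 h.p.f. were at most 0.590 for morphants and at least 0.600 for controls. By this measure morphants at 6 h.p.f. were not nearer to controls at 2 h.p.f. The paper describes a moderate delay of morphants in reaching sphere and a marked one in gastrulation, partly rescued by elavl1a mRNA. For these libraries the time of collection at 4 h.p.f. cannot be told apart from slower development. Their labels give the hours after fertilization and no observed stage (position 0.328).

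Maternal stable transcripts lay below maternal decay transcripts in morphants against controls at 6 h.p.f. Control libraries used for classes and fold changes alike do not account for the gap, which was −0.117 with the libraries split. A factor per library moves both classes alike and leaves a gap between fixed classes as it is. It can act through the making of the classes, and with classes formed from centred libraries −0.0359 was left. The gap was −0.195 at 4 h.p.f., as a lag of morphants needs, so a lag may contribute to it.

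The window of dgcr8 drawn in the supplement (92 nt of NM_001122749) had mean reactivities of 0.217, 0.184, 0.181, 0.141 and 0.179 at 0, 0.4, 1, 2 and 4 h.p.f., and 15 of its 92 nucleotides had a value at 6 h.p.f. Its paired and unpaired bases were not compared here.

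Of 23 named transcripts from the paper with tests, 9 rose and 11 fell from 4 to 6 h.p.f. in controls (17 and 5 with TMM), 5 rose and 16 fell in morphants (8 and 14), and 9 rose and 14 fell from 2 to 6 h.p.f. (14 and 9). In morphants against controls, 16 were higher and 3 lower at 4 h.p.f. (14 and 7), and 4 higher and 17 lower at 6 h.p.f. (3 and 19). The interaction term was above 0 for 4 and below 0 for 18 (4 and 18 with TMM).

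The transcript with most reads differed between groups. NR_145818 (zgc:158463), chosen after its values were seen, took 0.641 and 0.662% of unique reads in controls at 2 h.p.f., 4.50 and 4.76% at 4 h.p.f., and 2.1003 and 2.18% in morphants at 4 h.p.f. At 6 h.p.f. it led in morphants (2.32 and 2.31%), and eef1a1l1 led in controls (2.39 and 2.41%). The reads behind RPKM were 1.84 to 1.92 times the mapped reads in Table S1 of the paper.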
